# Induction of USP17 by combining BET and HDAC inhibitors in breast cancer cells

**DOI:** 10.18632/oncotarget.5601

**Published:** 2015-09-10

**Authors:** Gabor Borbely, Lars-Arne Haldosen, Karin Dahlman-Wright, Chunyan Zhao

**Keywords:** breast cancer, epigenetics, BET, HDAC, combined treatment

## Abstract

Members of the bromodomain and extra-C terminal (BET) domain protein family and the histone deacetylase (HDAC) enzyme family regulate the expression of important oncogenes and tumor suppressor genes. Here we show that the BET inhibitor JQ1 inhibits proliferation and induces apoptosis of both triple negative and estrogen receptor positive breast cancer cells. Consistent with the critical role of histone acetylation in the regulation of gene expression, treatment with JQ1 or the HDAC inhibitor mocetinostat was associated with global changes in gene expression resulting in suppression of genes involved in cell-cycle regulation. Combining JQ1 with mocetinostat, further decreased cell viability. This synergistic effect was associated with increased suppression of genes essential for cell-cycle progression. Furthermore, we detected dramatic increase in the expression of several members of the ubiquitin–specific protease 17 (USP17) family of deubiquitinating enzymes in response to the combination treatment. Increased expression of USP17 enzymes were able to attenuate the Ras/MAPK pathway causing decrease in cell viability, while, siRNA mediated depletion of USP17 significantly decreased cytotoxicity after the combination treatment. In conclusion, our study demonstrates that co-treatment with BET inhibitors and HDAC inhibitors reduces breast cancer cell viability through induction of USP17.

## INTRODUCTION

Breast cancer has the highest incidence and mortality (13%) among all cancer types diagnosed in women worldwide with nearly 1,5 million new cases per year [1]. Histology and biomarkers are tools to subgroup breast cancer and also determine treatment regimen. Estrogen receptor alpha (ER)-expressing breast tumors are classically treated with anti-estrogens. However, some of these tumors present as endocrine resistant at diagnosis or develop resistance during treatment. Treatment of triple-negative breast cancer (TNBC), a tumor type defined by lack of expression of ER, progesterone receptor (PR) and epidermal growth factor receptor 2 (HER2), is a challenge as target-specific drugs are not available [2]. Thus the use of novel molecularly targeted approaches to treat breast cancer is of great interest.

Next to the accumulation of genetic mutations, there is growing evidence that reversible modifications of histone proteins and DNA are crucial to the onset and progression of breast cancer. These, so called epigenetic modifications, play major roles in the regulation and modulation of gene expression, representing an attractive mechanism that can be exploited in breast cancer therapy [3].

Acetylation and deacetylation are among the most abundant histone post-translational modifications and are regulated by two families of enzymes: histone acetyltransferases (HATs) and histone deacetylases (HDACs). HATs facilitate the transfer of acetyl groups to the ε-amino group on lysine residues of histone proteins. HDACs oppose the action of HATs and remove the acetyl group from lysine residues. Acetylation has the effect of neutralizing the overall negative charge of the histone tail. This results in a relaxed structure of the chromatin, permissive to the recruitment of the transcriptional machinery. Significant correlations have been reported between histone modification status, tumor biomarker phenotype, and clinical outcome, where high relative levels of global histone acetylation were associated with a favorable prognosis [4]. HDAC inhibitors (HDACis) are currently considered as candidate new drugs in breast cancer therapy. A number of early phase clinical trials have been completed or are ongoing [3, 5], but the initial optimism has not been completely translated to clinical success. As single agents, HDACis have proven less successful for the treatment of breast cancer therefore, much effort is invested in evaluating rational combinations [3].

Histone acetylation also directly promotes transcription by providing binding sites for BET proteins that recognize or “read” histone modifications and assemble a complex of co-regulatory proteins such as positive transcription elongation factor b complex (P-TEFb) to facilitate gene transcription [6, 7]. The BET family consists of four members in humans, the bromodomain-containing proteins (BRD), BRD2, BRD3 and BRD4 and the bromodomain testis-specific protein (BRDT). Through the initiation of transcription elongation, BRD4 has been shown to increase the transcription of various genes such as MYC, cyclin A, cyclin D1 and BCL2, all involved in initiation and growth of tumors [8, 9, 10].

Several selective, small-molecule BET protein inhibitors have recently been developed. Among these, JQ1 is in preclinical development for cancer treatment as several studies demonstrated its anti-tumorigenic activities in preclinical models of hematological malignancies and neuroblastoma [9, 10, 11]. JQ1 binds competitively to bromodomains to displace BET proteins along with associated transcription factors, from chromatin. Inhibition of BRD4-promoter interactions has been shown to suppress the expression of important cell growth and survival genes, resulting in cell cycle arrest and extensive apoptosis in ER+ breast cancer [12, 13], leukemia [9] and lymphoma [14] cells. However, the utility of BET inhibitors in TNBC has not been investigated.

In this study we show that the small-molecule BET inhibitor JQ1 exerts growth inhibitory effects on a representative panel of TNBC and ER+ breast cancer cell lines and that this is associated with global changes in gene expression. Consistent with a synergistic effect of diverse levels of epigenetic regulation on gene expression, we report synergistic effects of JQ1 and the HDACi mocetinostat on regulation of gene expression. These effects coincided with a significant suppression of several cell-cycle related genes, up-regulation of members of the USP17 family of deubiquitinating enzymes and down-regulation of the Ras/MAP kinase signaling pathway which is commonly dysregulated in TNBC [15].

## RESULTS

### JQ1 exerts pro-apoptotic and anti-proliferative effects in TNBC and ER+ breast cancer cell lines

To test the effect of JQ1 on breast cancer cells, two TNBC (MDA-MB-231 and BT549) and two ER+ (MCF7 and T47D) breast cancer cell lines were treated with increasing concentrations of JQ1 for 48 hours. Cell viability was determined by the WST-1 assay. We observed that JQ1 significantly decreased cell viability in a dose-dependent manner in all four tested cell lines (Figure 1A). This result was further confirmed by the trypan blue exclusion assay (Figure S1), which serves as an index of cell viability. Visual inspection of cells following JQ1 treatment showed that in addition to a decrease in cell number, cells also changed morphology. These changes were most marked in the BT549 and T47D cell lines which showed various extents of cell shrinkage and cell membrane blebbing consistent with apoptosis (Figure 1B). These observations suggested that JQ1 may induce apoptosis. This was measured by an enzyme-linked immunosorbent assay (ELISA) and flow cytometry. As shown in Figure 1C, JQ1 treatment induced apoptosis in BT549, MCF7 and T47D cells but not in MDA-MB-231 cells. Furthermore, there is an induction of necrosis in the BT549 and MCF7 cells (Figure 1D). Next we used flow cytometry subsequent to staining with propidium iodide (PI) to assess cell cycle progression after 48 hours of JQ1 treatment. The cell cycle analysis revealed that JQ1 treatment induced significant G0/G1 phase and G2/M phase cell cycle arrest in MCF7 and MDA-MB-231 cells respectively (Figure 1E). We did not observe significant changes in the G0/G1 and G2/M transitions in the BT549 and T47D cell lines but JQ1 significantly decreased the S-phase population in all cell lines except MCF7 cells. Together these findings demonstrate that JQ1 exerted significant growth inhibitory effects in the investigated breast cancer cell lines as a result of prolonged duration of the cell cycle and/or increased cell death. JQ1 seems to display cell line selectivity as it does not exert a strong pro-apoptotic activity in MDA-MB-231 cells but exerts anti-proliferative effects at different phases of the cell cycle progression in all cell lines. Finally, JQ1 exerts both pro-apoptotic and anti-proliferative effect in the MCF7 cell line.

**Figure 1:**
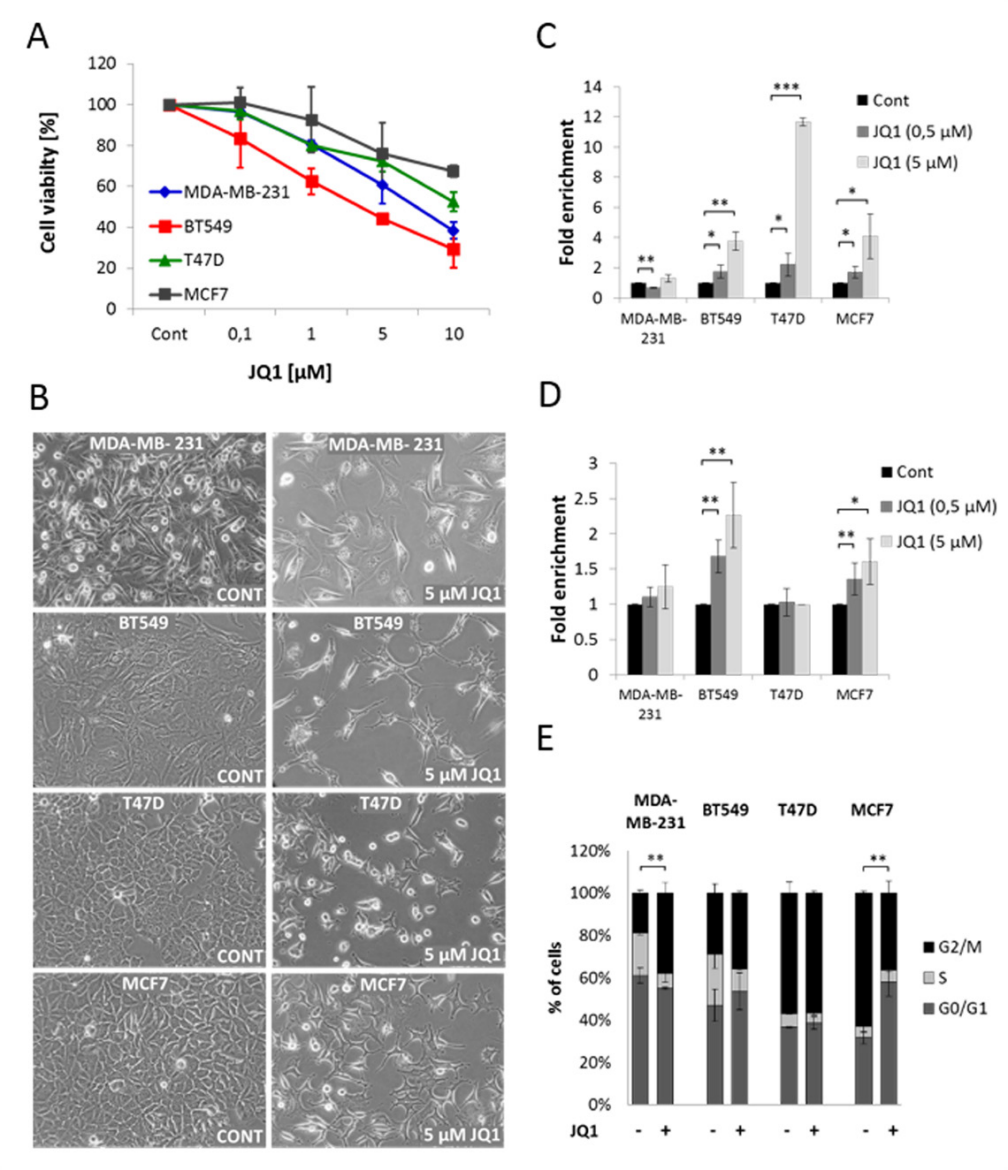
JQ1 decreases cell viability in both TNBC and ER+ breast cancer cell lines **A.** TNBC (MDA-MB-231, BT549) and ER+ (T47D, MCF7) breast cancer cell lines were treated with the indicated concentrations of JQ1 for 48 hours. Changes in cell viability were assayed by the WST-1 cell viability assay. Data are presented as mean (*n* = 3) percentage +/− standard deviation (SD) relative to control. **B.** Visual appearance of MDA-MB-231, BT549, T47D and MCF7 cells following 48 hours treatment with DMSO (control) or 5 μM JQ1. Magnification: 20x. (**C.** and **D.**) MDA-MB-231, BT549, T47D and MCF7 cells were treated with the indicated concentrations of JQ1 for 48 hours. After treatment, JQ1-induced enrichment of nucleosomes in the cytoplasm of cells **C.** and in the culture-supernatant **D.** was measured by an ELISA assay. Data are presented as mean percentage +/− SD relative to control. **E.** Analysis of cell cycle distribution of MDA-MB-231, BT549, T47D and MCF7 cells after 48 hours treatment with 1 μM JQ1. The cell cycle was assayed using PI staining followed by FACS analysis. Error bars represent SD from *n* ≥ 3 independent experiments. Significance (*P* value) indicates the difference in percentage of cells in G2/M or G0/G1 respectively between control and JQ1 treated samples. P value of results in C, D interactions and E was calculated using a two tailed t test (*P < 0.05; **P < 0.01; ***P < 0.001).

### JQ1 attenuates expression of c-Myc in TNBC and ER+ breast cancer cell lines

It has previously been shown that BRD4 plays an important role in the regulation of cell cycle progression and cell viability. Furthermore, of the BET proteins, BRD4 is the most sensitive to JQ1 treatment [16]. We therefore assessed BRD4 expression in the investigated breast cancer cell lines. BRD4 was found to be expressed in all four cell lines (Figure 2A). BRD4 is known to positively regulate the transcription of c-Myc through the recruitment of P-TEFb, which activates RNA POLII [9]. Consistent with this, JQ1 treatment suppressed c-Myc mRNA expression (Figure 2B). However, the time course was different for the different cell lines. In the MDA-MB-231 cell line we observed a transient down-regulation at the earliest investigated time point (4 hours) after JQ1 treatment. In the BT549 and T47D cell lines, we observed a time dependent decrease in c-Myc mRNA expression, however of different magnitudes. Finally, in the MCF7 cell line, we observed increased c-Myc mRNA expression at an early time point (4 hours) which was followed by a decrease at later time points (8 and 16 hours). Importantly, JQ1 decreased the levels of the c-Myc protein for all cell lines (Figure 2C). c-Myc promotes either cell cycle progression or apoptosis through inhibiting expression of target genes such as CDKN1A, known to inhibit proliferation and inducing expression of pro-apoptotic genes such as BAX [17]. In concert with the attenuation of c-Myc expression, JQ1 treatment up-regulated the mRNA expression of CDKN1A and down-regulated the mRNA expression of BAX (Figure 2B). Similar results were observed at the level of protein expression. JQ1 treatment decreased BAX protein levels and increased CDKN1A protein levels in all four cell lines (Figure 2C).

**Figure 2:**
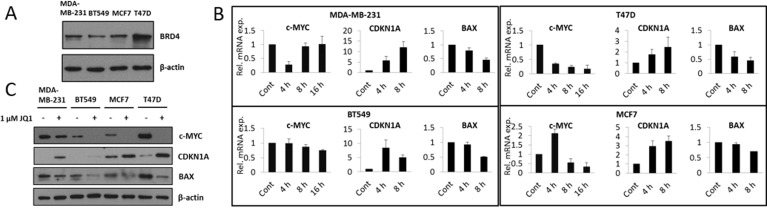
JQ1 treatment attenuates c-Myc expression resulting in increased expression of CDKN1A and decreased expression of BAX, at both the mRNA and protein levels **A.** Total cell lysates were prepared and immunoblot analyses were performed for the detection of BRD4 expression in MDA-MB-231, BT549, MCF7 and T47D breast cancer cell lines. β-actin was used as a loading control. **B.** MDA-MB-231, BT549, MCF7 and T47D cells were treated with 1 μM JQ1 for 4, 8 and 16 hours. Total mRNA was harvested, reverse transcribed, and QPCR was performed for c-Myc, CDKN1A and BAX. mRNA expression is shown relative to the DMSO treated (vehicle) control. Error bars represent SD from three independent experiments. **C.** MDA-MB-231, BT549, MCF7 and T47D cells were treated with 1 μM JQ1 for 48 hours. At the end of the treatment, cells were lysed and analyzed by immunoblot for c-Myc, CDKN1A and BAX protein expression. β-actin was used as a loading control.

### Combination treatment with HDAC inhibitors and JQ1 has synergistic effects in breast cancer cell lines

To test the efficacy of HDACis on HDAC expression and histone acetylation, the breast cancer cell lines were treated with increasing concentrations of the HDACis, VPA and mocetinostat, independently, for two days. De-acetylation of histone H3 was efficiently inhibited by both mocetinostat and VPA in all four cell lines (Figure 3A). With regard to histone H4, mocetinostat clearly induced hyper-acetylation in all cell lines except BT549. On the contrary, VPA only clearly induced hyper-acetylation in the MDA-MB-231 cell line. None of the HDACis significantly changed the expression of HDAC1, HDAC2 and HDAC3 proteins in MDA-MB-231, BT549 or MCF7 cells but both inhibitors reduced the expression levels of HDAC1, HDAC2 and HDAC3 in T47D cells (Figure 3A). To determine the effect of HDACis on cell viability, the four breast cancer cell lines were treated with increasing concentrations of mocetinostat or VPA for two days. As shown in Figure 3B, mocetinostat induced a significant and dose-dependent decrease in cell viability. Based on the IC_50_ values shown in Figure 3C, ER+ cells were more sensitive to mocetinostat treatment with IC_50_ values of 1.17 μM and 0.67 μM for MCF7 and T47D cells, respectively, compared to IC_50_ values of 4.38 μM and 3.04 μM determined for the TNBC cell lines BT549 and MDA-MB-231, respectively. VPA also decreased cell viability at higher millimolar concentrations (Figure S2A and B).

**Figure 3:**
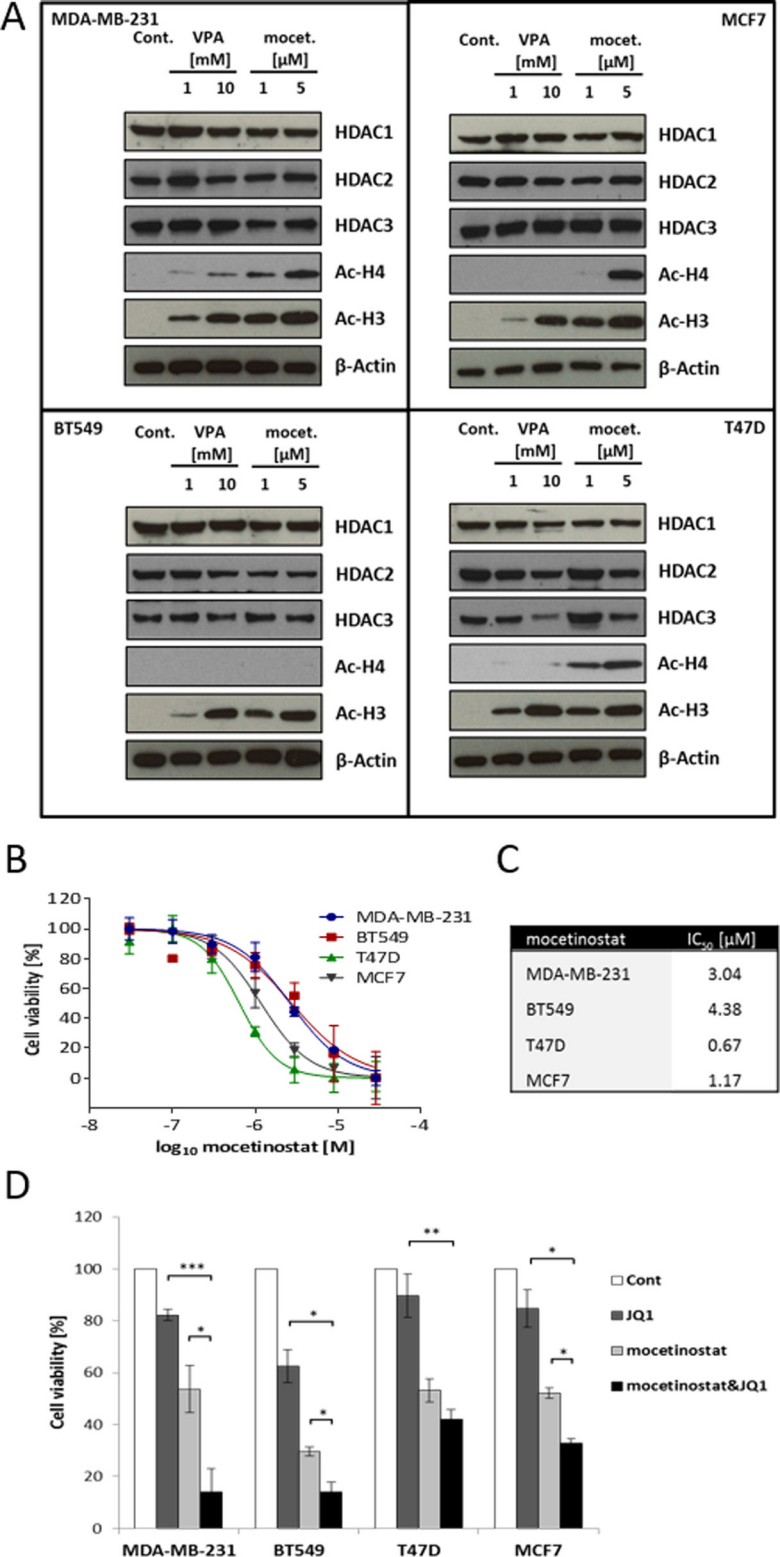
VPA and mocetinostat increase histone H3 and H4 acetylation and reduce cell viability, an effect that is further potentiated by JQ1 treatment **A.** MDA-MB-231, BT549, MCF7 and T47D cells were treated with the indicated concentrations of VPA or mocetinostat for 48 hours. Total protein lysates were analyzed by immunoblot using the indicated antibodies. β-actin was used as a loading control. **B.** Cells were treated with increasing concentrations of mocetinostat for 48 hours and assayed by the WST-1 cell viability assay. **C.** IC_50_ values were calculated by the GraphPad Prism software. **D.** Cells were treated with JQ1 (1 μM) and mocetinostat (3 μM for MDA-MB-231, 4.4 μM for BT549, 0.7 μM for T47D, 1.2 μM for MCF7) for 48 hours and then assayed by the WST-1 cell viability assay. Error bars represent SD from *n* ≥ 3 independent experiments. Significance (P value) of results in B and D was calculated using a two tailed t test (*P < 0.05; **P < 0.01; ***P < 0.001).

Since both BET and HDAC inhibitors are known to alter gene expression and both groups of inhibitors attenuated cell viability in our experiments (Figure 1A, 3B and S2A), we next asked if co-treatment with JQ1 and HDACi would further decrease cell viability. All four breast cancer cell lines were treated for two days with a combination of JQ1 (1 μM) and mocetinostat (cell line dependent IC_50_ value) (Figure 3D) or a combination of JQ1 (1 μM) and VPA (cell line dependent IC_50_ value) (Figure S2C). We observed that the combination treatments significantly decreased cell viability compared to treatment with JQ1, mocetinostat or VPA alone in MDA-MB-231, BT549 and MCF7 cell lines but not in the T47D cell line. The results also showed that TNBC cells were more sensitive to both mocetinostat-JQ1 and VPA-JQ1 combinations, as compared to the ER+ cells.

### JQ1 and mocetinostat down-regulate similar cellular pathways

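MDA-MB-231, a triple-negative breast cancer cell line, was exposed for 48 hours to vehicle (DMSO), to JQ1, which displaces BET proteins from acetylated histones, to mocetinostat, an inhibitor of class I histone deacetylases, or to both compounds. The paper gives the doses as 1 μM JQ1 and 3 μM mocetinostat, while the sample labels give 3.17 μM mocetinostat. The labels also name RPMI as the culture medium where the paper names DMEM. RNA was measured on 12 Affymetrix Human Gene 2.1 ST arrays, 3 per treatment, which the paper describes as independent experiments. The authors deposited log2 signals summarized by RMA for 53617 probe sets, and the median signal of the arrays lay between 3.58 and 3.66. The free-text description of most samples names another treatment than the title does. The title, which matches the source name, was used to assign each array.

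The 4 treatments were fitted together with limma, which left 8 residual degrees of freedom. A probe set was counted as up- or down-regulated at an unadjusted p under 0.001 and a change of at least 2-fold, the filter stated in the paper, whose text names no test for the arrays. By chance 53.6 probe sets would pass this p in a comparison before the fold is considered. The adjusted p (Benjamini-Hochberg) of the probe sets counted was at most 0.0144. In simulated data with the same number of arrays and a similar spread, 23 of 50 changes of 2-fold and 49 of 50 changes of 4-fold passed the filter, which itself asks for an estimate of at least 2-fold. Gene lists were tested against all other genes with camera, with a preset correlation of 0.01 between genes. A list member is said to rise or fall where it passed the filter above. The count adjusted over the list alone, given beside it, uses an adjusted p under 0.05 and no minimum fold.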

To further characterize the cellular effects of JQ1 and HDACis, alone or in combination, we performed a comparative global gene expression analysis for MDA-MB-231 cells treated with JQ1 or mocetinostat alone or in combination. Transcripts deregulated ≥ 2 fold (P < 0.001) were derived from three independent experiments. The top 1000 up- and down-regulated genes are depicted in the heatmap (Figure 4A). As shown in Figure 4B, a total of 361 and 743 genes were up- and down-regulated, respectively, by JQ1 treatment. 

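The genes most strongly up-regulated by JQ1 included ARRDC4, an arrestin-domain protein (log2 fold change 3.71, SE 0.13, adjusted p = 1.4e-08), ANGPTL4, a secreted inhibitor of lipoprotein lipase (3.35, SE 0.13), and ID3 (3.29, SE 0.12) and ID1 (3.19, SE 0.09), inhibitors of helix-loop-helix transcription factors. SLCO4A1, an organic anion transporter (−4.35, SE 0.18, adjusted p = 3.4e-08), HAS2, a hyaluronan synthase (−4.23, SE 0.18), and the mitotic kinesin KIF14 (−4.06, SE 0.11) were among the most strongly down-regulated. Of 21 measured genes for cytokines and other targets of NF-κB, 11 fell and 0 rose with JQ1 (16 and 0 adjusted over the list alone), with a median log2 fold change of −1.08 (camera adjusted p = 4.4e-10). IL1A, a proinflammatory cytokine (−4.03, SE 0.12), IL24 (−2.84, SE 0.15), IL6 (−2.78, SE 0.13) and the adhesion molecule ICAM1 (−2.60, SE 0.09) fell the most. Of 4 genes listed as responding to BET inhibition, 3 rose (3 adjusted over the list alone), namely SERPINI1 (3.21, SE 0.13), H2BC21 (1.83, SE 0.30) and HEXIM1 (1.22, SE 0.09).

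Across all probe sets 811 were up-regulated and 1348 down-regulated by JQ1 against DMSO (n = 3 arrays each). Of these, 499 and 1045 carry a single gene symbol. Up-regulated probe sets made up 37.6% of those changed, and 26.5% when the arrays were scaled to their ribosomal protein genes.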

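Among probe sets of a single gene, that of ACTBL2, an actin-like gene, rose the most with mocetinostat (log2 fold change 8.58, SE 0.20, adjusted p = 2.9e-10). The epithelial protease inhibitors PI3 (6.64, SE 0.14) and SLPI (6.37, SE 0.16), the epidermal protein FLG (6.26, SE 0.10) and LCN2, a protein that binds iron carriers of bacteria (5.54, SE 0.17), rose with it. Of the 21 cytokine genes and other NF-κB targets, 15 rose and 0 fell with mocetinostat (17 and 1 adjusted over the list alone), and the median log2 fold change was 2.13 (camera adjusted p = 9.5e-10). The chemokines CCL20 (6.90, SE 0.09), CXCL5 (5.64, SE 0.12) and CXCL8 (3.88, SE 0.14) and the prostaglandin synthase PTGS2 (4.10, SE 0.14) rose the most. Among 26 genes expressed mainly in neurons 9 rose and 0 fell (9 and 1 adjusted over the list alone), including SYT11 (5.94, SE 0.12), MAPT (3.88, SE 0.13), SCG2 (2.97, SE 0.22) and SYP (2.91, SE 0.17), while the median over the list was 0.18 (camera adjusted p = 0.00978; adjusted p = 0.0524 with an estimated correlation). The replication-dependent histone genes H2BC14 (−5.02, SE 0.13) and H2AC21 (−4.76, SE 0.10) and the mitotic kinases AURKB (−4.87, SE 0.15) and PLK1 (−4.74, SE 0.10) were among the most strongly down-regulated.

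Mocetinostat up-regulated 2497 and down-regulated 1684 probe sets against DMSO (n = 3 arrays each), of which 1671 and 1266 carry a single gene symbol. The up-regulated share was 59.7%, and 47.0% with the arrays scaled to their ribosomal protein genes.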

The mocetinostat treatment resulted in the up-regulation of 1171 and down-regulation of 1002 genes. 

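The combination treatment raised RFPL4AL1 the most among probe sets of a single gene (log2 fold change 8.81, SE 0.22, adjusted p = 1.7e-10). DHRS2, a dehydrogenase (6.72, SE 0.18), GPR50, a relative of the melatonin receptors (6.39, SE 0.23), TUBB4A, a β-tubulin of the brain (5.94, SE 0.23), and the surface glycoprotein CD24 (5.21, SE 0.09) were also up-regulated. Of 17 measured genes of cholesterol synthesis and its control, 8 rose and 0 fell (14 and 1 adjusted over the list alone), with a median log2 fold change of 0.91 (camera adjusted p = 2.3e-06). INSIG1, a sterol-regulated brake on this pathway (3.02, SE 0.08), and the enzymes TM7SF2 (2.69, SE 0.13), HMGCS1 (2.36, SE 0.10) and IDI1 (2.36, SE 0.09) rose the most. The histone gene H2BC14 (−5.08, SE 0.13), SGO1, which protects cohesion at centromeres (−5.00, SE 0.20), and AURKB (−4.99, SE 0.15) were among the most strongly down-regulated.

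In total 2806 probe sets were up-regulated and 2484 down-regulated by the combination against DMSO (n = 3 arrays each), of which 1676 and 1868 carry a single gene symbol. Compared directly with JQ1 alone, 1696 probe sets were higher and 1034 lower with the combination. Against mocetinostat alone 633 were higher and 934 lower. The higher share in these 3 comparisons was 53.0%, 62.1% and 40.4%, and 33.7%, 46.3% and 29.3% with the arrays scaled to their ribosomal protein genes, which raised the number lower with the combination than with DMSO to 3766.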

The combination treatment up-regulated 1187 genes while the expression of 1443 genes was suppressed.

**Figure 4:**
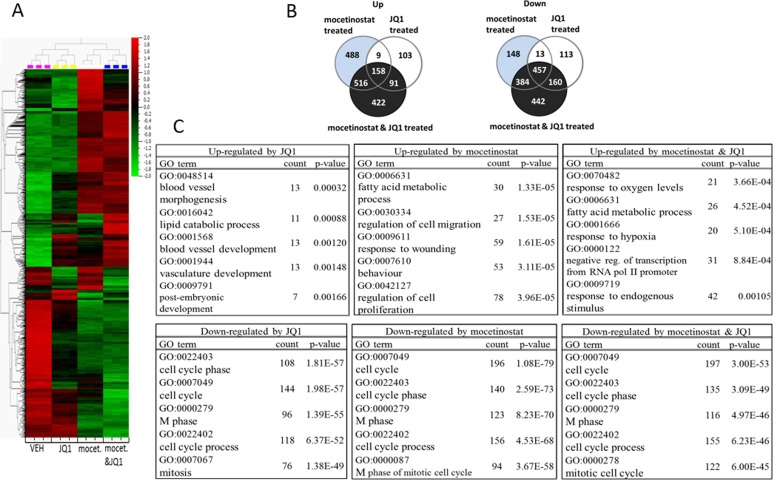
JQ1 and mocetinostat regulate similar cellular pathways mainly involved in cell proliferation, survival and cell cycle progression MDA-MB-231 cells were treated with 1 μM JQ1 or 3 μM mocetinostat or with the combination of both for 48 hours. Total RNA was harvested, reverse transcribed and analyzed for gene expression by the Affymetrix^®^ Human Gene 2.1 ST Array. Modulation of gene expression was determined by comparison of vehicle (DMSO) treated samples. **A.** Heat map showing top 1000 genes that are differently expressed in MDA-MB-231 cells after 48 hours treatment with 1 μM JQ1 or 3 μM mocetinostat or with the combination. Hierarchical clustering was generated using Qlucore Omics Explorer. Red (signifies up-regulation) and green (signifies down-regulation) labels indicate relative gene expression compared to vehicle (DMSO) treated controls. **B.** Venn diagram for genes differentially expressed in MDA-MB-231 breast cancer cells at least 2-fold (*p* < 0.001) following treatment with 1 μM JQ1, 3 μM mocetinostat or with the combination compared with vehicle control. **C.** Top 5 statistically enriched biological process categories affected by JQ1, mocetinostat or the combination treatment evaluated by Database for Annotation, Visualization and Integrated Discovery software (DAVID).

Global gene expression profiles were further analyzed to reveal possible molecular mechanisms and signaling pathways involved in the response of MDA-MB-231 cells to JQ1, mocetinostat and the combination of these. 

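Genes of the response to low oxygen moved both ways. Of 24 measured, 8 rose and 3 fell with the combination (15 and 5 adjusted over the list alone), with a median log2 fold change of 0.48 (camera adjusted p = 0.0109; adjusted p = 0.0594 with an estimated correlation). SLC2A3, a glucose transporter (3.34, SE 0.18), ADM, a vasodilator peptide (2.68, SE 0.09), PFKFB3, a regulator of glycolysis (2.24, SE 0.11), and ANGPTL4 (1.91, SE 0.13) rose the most. With JQ1 alone 3 rose and 2 fell (13 and 4 adjusted over the list alone, median 0.31, camera adjusted p = 0.00646), and with mocetinostat 4 rose and 0 fell (12 and 5 adjusted over the list alone, median 0.44, camera adjusted p = 0.028; adjusted p = 0.101 with an estimated correlation).

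Of 34 genes of fatty acid metabolism, 10 rose and 3 fell with the combination (20 and 8 adjusted over the list alone, median 0.45, camera adjusted p = 0.00491; adjusted p = 0.147 with an estimated correlation). ACSL5, which activates long-chain fatty acids, fell (−4.65, SE 0.10), while CPT1C (2.68, SE 0.16), ACACB (1.98, SE 0.09) and CYP4F11 (1.77, SE 0.26) rose. JQ1 raised 2 and lowered 2 of these genes (14 and 6 adjusted over the list alone, camera adjusted p = 0.195), and mocetinostat raised 9 and lowered 1 (18 and 9 adjusted over the list alone, camera adjusted p = 0.0893).

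Of 24 genes of blood vessel development, 1 rose and 11 fell with the combination (5 and 14 adjusted over the list alone, median −0.83, camera adjusted p = 0.00491; adjusted p = 0.0594 with an estimated correlation). PLAU, the urokinase protease (−3.94, SE 0.08), the lymphatic growth factor VEGFC (−3.48, SE 0.13), ROBO4 (−3.25, SE 0.17) and the receptor NRP1 (−2.69, SE 0.10) fell the most. Under JQ1, 1 rose and 5 fell (2 and 12 adjusted over the list alone, median −0.34, camera adjusted p = 0.00144), and with mocetinostat 2 rose and 5 fell (8 and 10 adjusted over the list alone, camera adjusted p = 0.475).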

Figure 4C shows the top five pathways up- and down-regulated by JQ1, mocetinostat or the combination treatment, respectively (Table S3 shows the full list of biological process categories significantly altered by the treatments in MDA-MB-231 cells). 

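Genes that carry out mitosis were lower with every treatment. Of 58 measured, 57 fell with JQ1, 58 with mocetinostat and 57 with the combination, and 0 rose (58, 58 and 58 fell adjusted over the list alone), with median log2 fold changes of −2.97, −3.81 and −4.11 (camera adjusted p = 5.2e-59, 2.6e-48 and 1.9e-43). With JQ1 the kinesins KIF14 and KIF20A (−3.95, SE 0.10), SGO1 (−3.96, SE 0.20) and the kinetochore protein NDC80 were among the genes lowered the most. Of 39 DNA replication genes, 31, 36 and 33 fell in the same order (38, 39 and 37 adjusted over the list alone), with medians of −1.51, −2.35 and −2.41 (camera adjusted p = 6.7e-30, 6.6e-29 and 6.8e-23). With the combination GINS2, a subunit of the replicative helicase (−4.75, SE 0.20), the thymidylate synthase TYMS (−4.32, SE 0.11), MCM10 (−4.23, SE 0.16) and CDC45 (−3.84, SE 0.13) fell the most. Of 17 genes of the G1/S transition and cyclins, 12, 14 and 13 fell and 0, 1 and 1 rose (14, 15 and 15 fell adjusted over the list alone), with medians of −1.12, −1.66 and −1.97 (camera adjusted p = 1.0e-10, 2.5e-10 and 7.1e-10), among them the transcription factors E2F1 (−4.43, SE 0.16) and E2F8 (−4.15, SE 0.15) and the phosphatase CDC25A (−4.02, SE 0.11) with the combination.

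**Figure D1:**
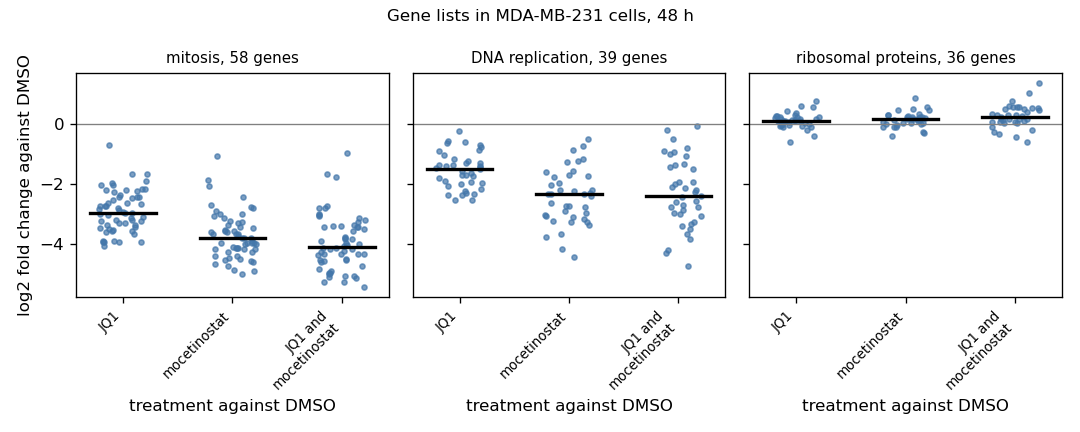
Log2 fold change against DMSO of each measured gene of the mitosis, DNA replication and ribosomal protein lists, by treatment. Each point is a gene (mean of 3 arrays against 3) and the black line is the median of the list, which lies at −2.97, −3.81 and −4.11 for mitosis with JQ1, mocetinostat and the combination.

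The 36 ribosomal protein genes, plotted for comparison, had medians of 0.10, 0.17 and 0.24. With the combination 2 of them rose (19 rose and 4 fell adjusted over the list alone). The camera adjusted p was 0.0079, and 0.0594 with an estimated correlation. Scaling the arrays to these genes sets the combination median near 0 by construction (−0.0125). The calls for the mitosis, DNA replication and G1/S lists held with an estimated correlation, at an adjusted p of at most 0.00176.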

The results show that genes down-regulated by the single treatment with JQ1 or mocetinostat or the combination treatment are overlapping and involved in cell cycle regulation, including pathways ‘cell cycle phase’, ‘cell cycle’, ‘M-phase’, ‘cell cycle process’, ‘mitosis’ and ‘M-phase of mitotic cell cycle’. 

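CDK1, the kinase that drives entry into mitosis, had a mean log2 signal of 8.96 ± 0.03 (SD, n = 3) with DMSO, 5.65 ± 0.17 with JQ1, 4.82 ± 0.16 with mocetinostat and 3.89 ± 0.32 with the combination. The log2 fold changes were −3.31, −4.14 and −5.07 (SE 0.16 each; adjusted p = 8.1e-08, 4.2e-09 and 7.0e-10). CDCA8, a subunit of the chromosomal passenger complex, had a signal of 10.20 ± 0.14 (SD, n = 3) with DMSO and log2 fold changes of −3.68, −5.03 and −4.76 (SE 0.19 each; adjusted p = 1.4e-07, 3.8e-09 and 4.4e-09). CCNA2, the cyclin of S phase and G2, had a signal of 11.44 ± 0.08 (SD, n = 3) with DMSO and changed by −3.44, −4.55 and −4.90 (SE 0.10 each; adjusted p = 3.4e-09, 1.4e-10 and 4.1e-11). With the combination these are reductions of 33.6-fold for CDK1, 27.2-fold for CDCA8 and 29.8-fold for CCNA2, and CDCA8 was reduced 32.6-fold by mocetinostat alone. The adjusted p values are from limma.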

Gene expression levels of well-known cell proliferation promoting genes, e.g. CDK1 (−33-fold), CDCA8 (−32-fold), CCNA2 (−29-fold) were significantly reduced. This result is consistent with our observation of decreased cell cycle progression of MDA-MB-231 cells after treatment with JQ1 alone (Figure 1E).

### Combination treatment with JQ1 and mocetinostat up-regulates USP17 and attenuates the Ras/MAPK signaling pathway, resulting in decreased cell viability

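Genes changed in the same direction by every treatment included the up-regulated ARRDC4 (log2 fold change 2.78 with mocetinostat and 4.18 with the combination, SE 0.13 each), ID3 (3.22 and 4.19, SE 0.12), the histone gene H2BC5 (3.26, 3.08 and 4.02 with JQ1, mocetinostat and the combination, SE 0.15) and the neuronal serpin SERPINI1 (3.61 with mocetinostat and 4.41 with the combination, SE 0.13). Down-regulated by each were SLCO4A1 (−4.23 with mocetinostat and −4.77 with the combination, SE 0.18), HAS2 (−3.14 and −3.93, SE 0.18) and DEPDC1 (−4.30, −4.76 and −4.71 with JQ1, mocetinostat and the combination, SE 0.14).

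In all, 390 probe sets were up-regulated and 735 down-regulated by JQ1, by mocetinostat and by the combination, of which 235 and 589 carry a single gene symbol. Independent lists as long as those of the 3 treatments would share 1.98 and 1.96 probe sets. The combination contains both compounds, so its list is not independent of theirs, and an overlap above these numbers is built into the design. The comparisons use the same DMSO arrays, and with groups simulated to be unchanged on shared controls 0.3 probe sets on average were called in all 3. The 3 DMSO arrays are too few to give each comparison its own controls, so part of the overlap above chance was not separated from them.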

To reveal molecular mechanisms responsible for the synergistic effect of the combination treatment we focused our attention on the 158 and 457 genes that were up- and down-regulated, respectively, for all treatments. The top six up-regulated and top six down-regulated genes are listed in Figure 5A. 

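USP17, a deubiquitinating enzyme, had a mean log2 signal of 4.41 ± 0.21 (SD, n = 3) with DMSO, 5.79 ± 0.30 with JQ1, 10.31 ± 0.06 with mocetinostat and 12.42 ± 0.04 with the combination. Its log2 fold changes were 1.39 with JQ1 (adjusted p = 4.4e-05), 5.91 with mocetinostat (adjusted p = 3.0e-10) and 8.01 with the combination (adjusted p = 2.6e-11; SE 0.15 each), and the combination exceeded mocetinostat alone by 2.10 (adjusted p = 2.8e-06). USP17L5 rose from 5.06 ± 0.15 (SD, n = 3) by 4.90 with mocetinostat (adjusted p = 4.1e-10) and by 6.88 with the combination (adjusted p = 3.0e-11), which was 1.98 above mocetinostat alone (adjusted p = 1.9e-06). With JQ1 it differed from DMSO by 0.59 (SE 0.13, adjusted p = 0.00797), less than 2-fold. USP17L15, another member with a probe set of its own, differed by 0.62, SE 0.27 with JQ1, which was not past the filter, and rose by 4.45, SE 0.27 with mocetinostat and 7.04, SE 0.27 with the combination.

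**Figure D2:**
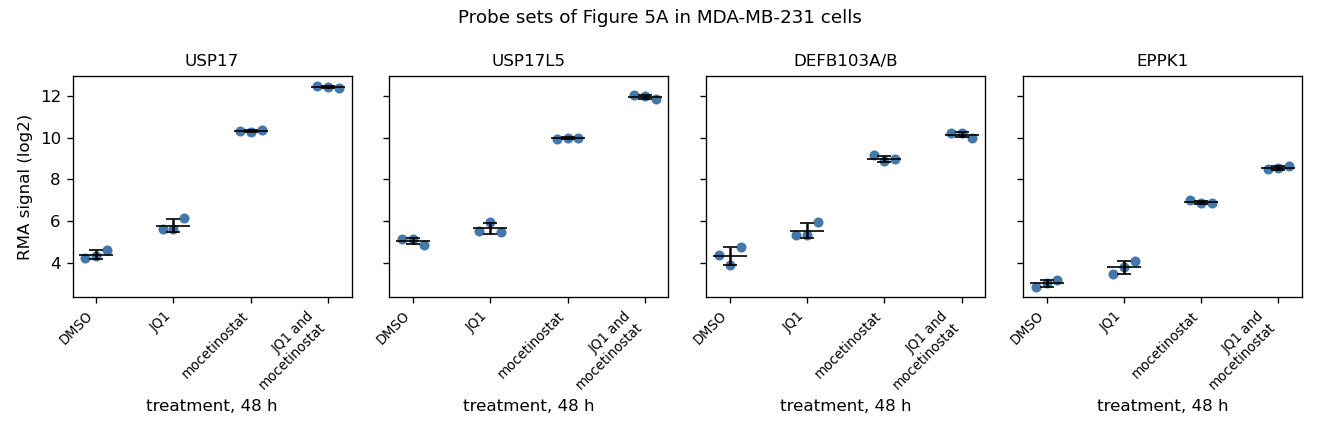
RMA signal (log2) by treatment in MDA-MB-231 cells for the probe sets of USP17, USP17L5, DEFB103A/B and EPPK1. Points are the arrays (3 per treatment) and lines give the mean ± SD. The combination means lie at 12.42, 11.94, 10.14 and 8.55.

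The defensin probe set DEFB103A/B, present as 2 probe sets with identical values, changed by 1.20, SE 0.22 with JQ1 (adjusted p = 0.00219), 4.64 with mocetinostat and 5.79 with the combination, and by 1.15 between the combination and mocetinostat (adjusted p = 0.0038). Its JQ1 call ended without DMSO replicate 2 (0.98) or without JQ1 replicate 3 (0.99), and its call between the combination and mocetinostat ended without combination replicate 1 (1.11) or 2 (1.11) or without mocetinostat replicate 2 (1.08) or 3 (1.13). Both calls also ended with the unmoderated test, the JQ1 call with only the 2 groups compared fitted, and the other call with the number in the sample titles as a block (1.006), each still past 2-fold but short of the p of the filter. EPPK1, a cytoskeletal linker, differed by 0.78, SE 0.15 with JQ1 (adjusted p = 0.00299), less than 2-fold, and rose by 3.88 with mocetinostat and 5.53 with the combination, 1.65 above mocetinostat alone (adjusted p = 1.9e-05).

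Copies of the USP17 family share most of their sequence. Of 9 probe sets whose symbols begin with USP17, 4 were up-regulated by JQ1, 6 by mocetinostat and 8 by the combination, and 8 were higher with the combination than with mocetinostat. These 9 have 8 distinct sets of values. The USP17 probe set, which is not among the 9, shares its values in every array with others, 7 in total with itself, so the probe sets do not count independent genes. The combination exceeded the sum of the log2 changes of the single treatments by 1.39, SE 0.19 for USP17L5 and by 1.97, SE 0.38 for USP17L15 (adjusted p = 5.4e-04 and 0.00607), and for USP17 the departure was 0.72, SE 0.21 (adjusted p = 0.051), short of 2-fold. With several symbols, probe sets at 4.43 to 4.62 with DMSO departed by 0.73 to 0.81, also short of 2-fold. USP17L15 was dimmer with DMSO (3.66 ± 0.51, SD, n = 3). So were USP17L9P (2.07) and the probe set of USP17L10 and USP17L13 (3.44), which departed by 1.97 and 2.86. That of USP17L1 and others (2.24) departed by 0.47. Changes near the background are compressed, so departures of these dim probe sets cannot be told from that compression.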

Among the top up-regulated genes, we found several members of the USP17 deubiquitinating family that were up-regulated by the single compound treatments and further increased by the combination treatment. Furthermore, cell cycle related genes were down-regulated by the single compound treatment and then further down-regulated by the combination treatment.

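CKAP2L, a spindle protein, was lower with the combination (log2 fold change −5.45, SE 0.11, adjusted p = 3.2e-11) than with JQ1 (−3.91) or mocetinostat (−4.14), and its difference between the combination and mocetinostat was −1.30 (adjusted p = 9.2e-06). For the kinetochore proteins NDC80 and SPC24 the combination gave −5.29, SE 0.18 and −5.27, SE 0.13, for the spindle protein ASPM −5.15, SE 0.10, for the condensin subunit NCAPG −5.13, SE 0.12 and for SHCBP1 −5.09, SE 0.13. Each of these 5 genes was lower by at least 2-fold with the combination than with JQ1. Against mocetinostat alone their differences of −0.39, −0.98, −0.54, −0.57 and −0.69 (adjusted p = 0.216, 4.1e-04, 0.00255, 0.00806 and 0.00439) were below 2-fold. The difference of SPC24 reached 2-fold without mocetinostat replicate 1 (−1.01), without mocetinostat replicate 2 (−1.02), without combination replicate 1 (−1.07) or with the arrays scaled to their ribosomal protein genes (−1.09).

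Over the 58 mitosis genes, 37 were lower with the combination than with JQ1 (55 adjusted over the list alone), with a median difference of −1.08 (camera adjusted p = 1.4e-23). Between the combination and mocetinostat 1 was lower (22 lower and 4 higher adjusted over the list alone), with a median difference of −0.23 (camera adjusted p = 0.00227; adjusted p = 0.0867 with an estimated correlation). For CDK1 this difference was −0.93, SE 0.16 (adjusted p = 0.00167), and it passed 2-fold without combination replicate 2 (−1.11), with the number in the sample titles as a block (−1.013) and with the arrays scaled to their ribosomal protein genes (−1.04). For CDCA8 it was 0.26, SE 0.19 (adjusted p = 0.445) and for CCNA2 −0.35, SE 0.10 (adjusted p = 0.0351). Against JQ1 alone CDCA8 differed by −1.09 with the combination (adjusted p = 0.0012), a call that ended without combination replicate 3 (−0.93), with the number in the sample titles as a block (−0.969) and with only the 2 groups compared fitted, where the change stayed past 2-fold but short of the p of the filter.

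To find what lies behind the stronger effect of the combination, the paper took the genes changed by all treatments, ranked them by the combination, and from the members of the USP17 family near the top went on to measure USP17 and USP17L5 by QPCR in the 4 cell lines.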

**Figure 5:**
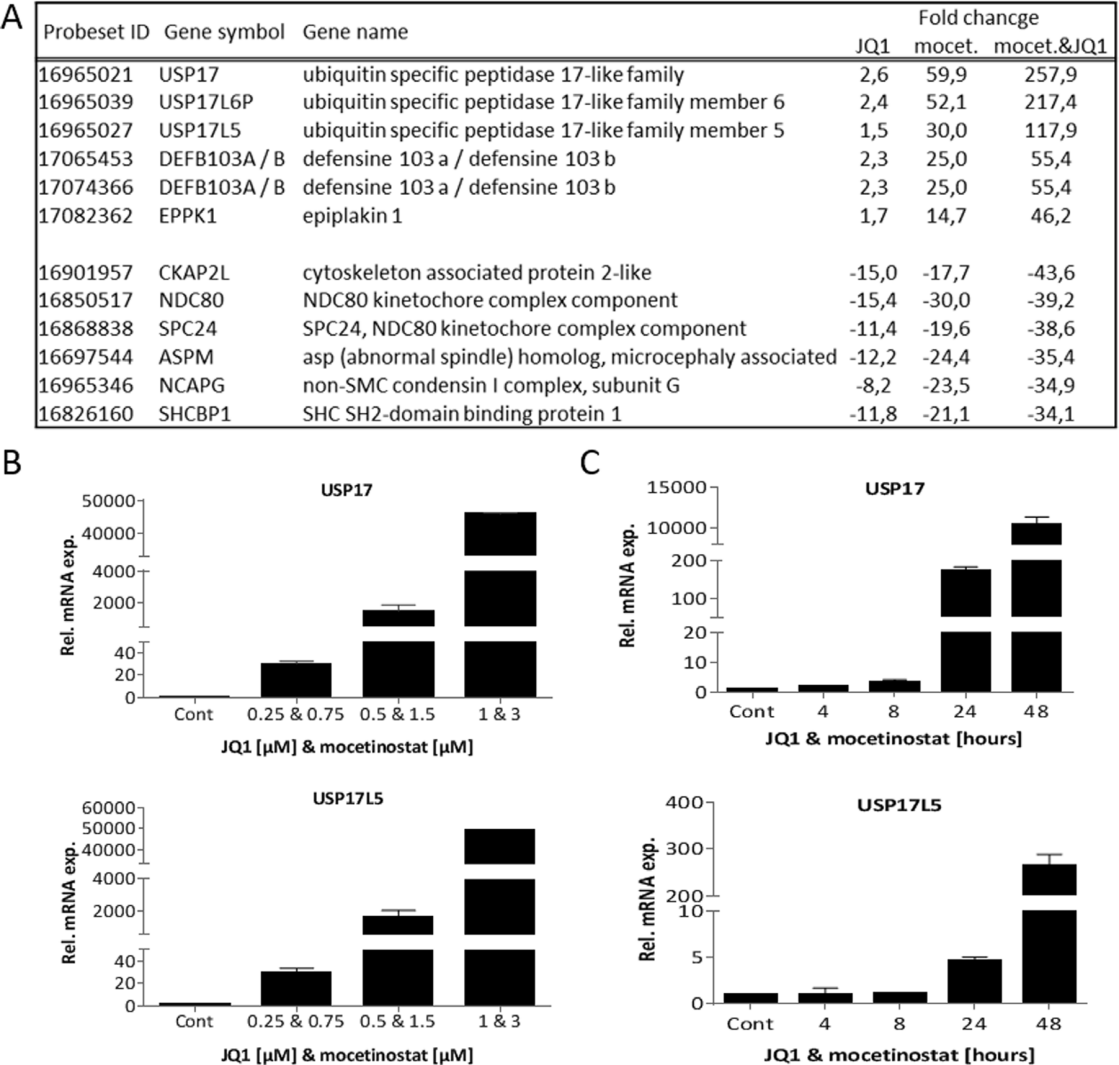
Combination treatment with JQ1 and mocetinostat significantly up-regulates USP17 family members in a time and dose dependent manner **A.** List of the top (ranked by the combination treatment) six up- and down-regulated genes affected by all treatments (JQ1 alone, mocetionsstat alone or the combination treatment). **B.** USP17 and USP17L5 mRNA levels were determined by QPCR in MDA-MB-231 cells after treatment with the indicated concentrations of JQ1 and mocetinostat in combination for 48 hours. **C.** USP17 and USP17L5 mRNA levels were determined by QPCR in MDA-MB-231 cells after a time course of 4-48 hours of JQ1 (1 μM) and mocetinostat (3 μM) combination treatment. mRNA expression is shown relative to the DMSO treated (vehicle) control. Error bars represent SD from *n* ≥ 3 independent experiments.

We examined USP17 and USP17L5 expression by QPCR in all four breast cancer cell lines after drug exposure. Increased USP17 and USP17L5 expression was found in both ER+ and TNBC cell lines after combination treatment (Figure S3). We further examined dose-responsive changes of USP17 and USP17L5 expression in MDA-MB-231 cells. A dose dependent increase in USP17 and USP17L5 mRNA levels was observed (Figure 5B). Similar results were observed with combination treatments where we applied increasing concentrations of one inhibitor with constant concentration of the other inhibitor (Figure S4). We also examined USP17 and USP17L5 expression at various time points up to 48 hours. The increase in USP17 and USP17L5 mRNA expression was time dependent with a dramatic increase between the 24 and 48 hours time points (Figure 5C). It is well established that USP enzymes regulate cell growth and survival [18]. Furthermore, USP17 inhibits cell proliferation [19] partly through the regulation of the activity of the Ras converting enzyme 1 (RCE1) resulting in a decrease in activity of the Ras/MAPK signaling pathway [20], which could also explain our results shown in Figure 1E. To confirm if the dramatic increase in USP17 mRNA expression was associated with a corresponding decrease in the activity of Ras signaling, we treated MDA-MB-231 cells with 1 μM JQ1 or 3 μM mocetinostat or with their combination for two days and examined the protein expression level of one member of the USP17 family (USP17L5) and also the activity of the Ras/MAPK signaling pathway. Figure 6A shows a significant increase of the USP17L5 protein level in MDA-MB-231 cells after treatment with JQ1 or mocetinostat. The USP17L5 protein expression was further increased by the combination treatment. We found the levels of activated Ras were markedly reduced in samples treated with the combination of JQ1 and mocetinostat. Consistent with the lower level of activated Ras, levels of phosphorylated MEK and ERK1/2 were markedly down-regulated.

**Figure 6:**
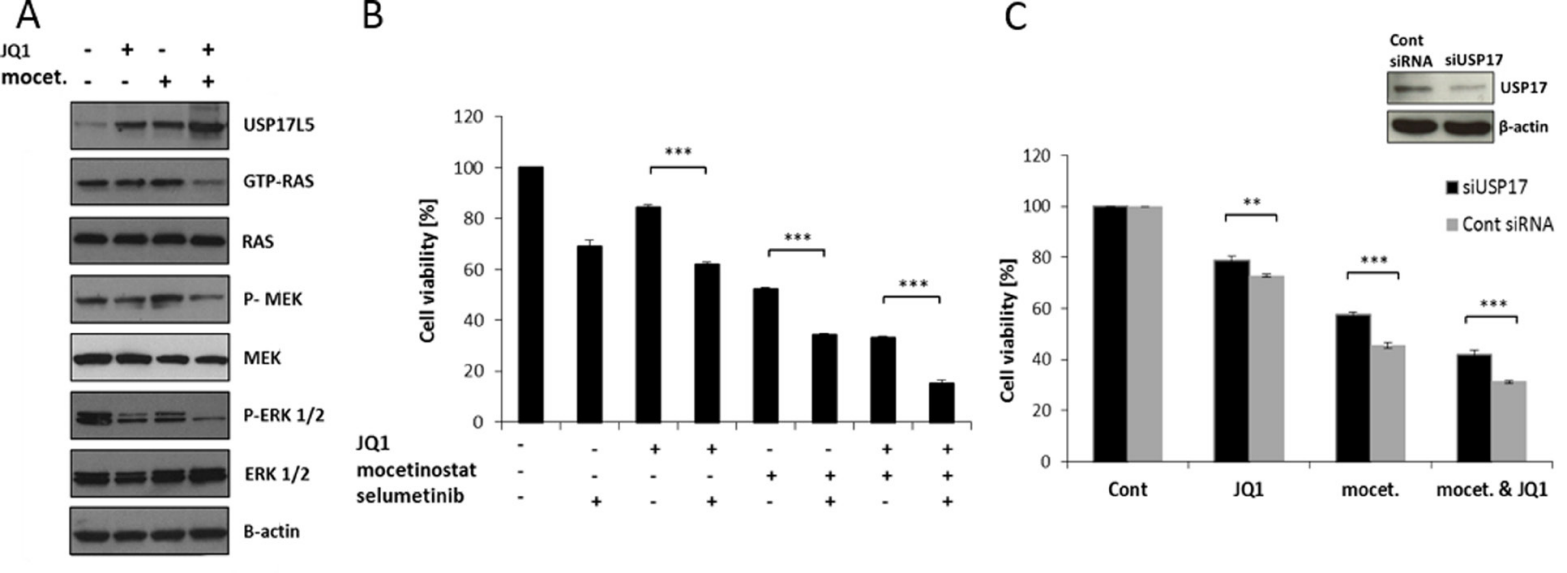
Combination treatment with JQ1 and mocetinostat attenuates the Ras/MEK/ERK pathway through up-regulation of USP17 leading to reduced cell viability **A.** MDA-MB-231 cells were treated with 1 μM JQ1 or 3 μM mocetinostat or with the combination for 48 hours. Ras activity was measured by the pan-Ras activation kit. Total protein lysates were analyzed by immunoblot using antibodies directed against the members of the Ras/MEK/ERK signaling pathway. β-actin was used as a loading control. **B.** Cells were treated with JQ1 (1 μM), mocetinostat (3 μM) and /or selumetinib (10 μM) for 48 hours and then assayed by the WST-1 cell viability assay. **C.** Cell viability of MDA-MB-231 cells 48 hours after siRNA mediated USP17 knockdown compared with cells transfected with control siRNA. Error bars represent SD from n ≥ 3 independent experiments. Significance (*P* value) of results in B and C was calculated using a two tailed t test (*P < 0.05; **P < 0.01; ***P < 0.001). Western blot analysis confirms knockdown of USP17 protein levels. β-*actin* is shown as *loading control*.

To support that blockade of the Ras/MAPK pathway is involved in the synergistic effect of the combination treatment, we used selumetinib to specifically block the MEK protein. MDA-MB-231 cells were treated with JQ1, mocetinostat or selumetinib alone or with their combinations. Selumetinib treatment led to a significant decrease in cell viability in all combinations compared to single agent treatment (Figure 6B). We next determined whether siRNA-mediated USP17 depletion would affect the cytotoxicity following drug treatment. We observed that knockdown of USP17 significantly increased the cell viability after 48 hours treatment with JQ1 (1 μM) or mocetinostat (3 μM) or with their combination (Figure 6C).

## DISCUSSION

It has previously been demonstrated that BET inhibitor treatment leads to cell cycle arrest and apoptosis in different cancer forms such as acute myelogenous leukemia, medulloblastoma and Burkitt's lymphoma [9, 10, 16, 21]. The BET inhibitor JQ1 increased the percentage of cells in the G1-phase and reduced the percentage of cells in the S-phase in leukemia cells [9]. In this study we demonstrated that JQ1 can influence proliferation and apoptosis in breast cancer cell lines representative of two different types of breast cancer. We utilized MDA-MB-231 and BT549 cell lines as models of TNBC and MCF7 and T47D cell lines as models of ER+ breast cancer. We further provided evidence that JQ1, dose-dependently decreased cell viability in all four breast cancer cell lines (Figure 1A). We also demonstrated that JQ1 displays diverse cell line dependent growth inhibitory actions showing mainly pro-apoptotic effects in T47D and BT549 cell lines, purely anti-proliferative effects in the MDA-MB-231 cell line and both pro-apoptotic and anti-proliferative effects in the MCF7 cell line (Figure 1B-1E). Similarly, effects of JQ1 with regard to progression through the cell cycle, also displayed cell line selectivity. JQ1 efficiently attenuated both c-Myc mRNA and protein expression in all four breast cancer cell lines (Figure 2B, 2C). Knowing the central role of c-Myc in proliferation and malignant transformation of human and animal cells [22] and the growth inhibitory effect of JQ1, it is tempting to conclude that targeting the BET-family of proteins represents an exciting novel approach to treat breast cancer. However, the complexity of c-Myc regulation and the differences in cellular response to JQ1 treatment also underline the importance of further characterizing the effects of JQ1 treatment on c-Myc signaling in different *in vitro* and *in vivo* models of breast cancer.

Several reports demonstrate a critical role of HDACs in epigenetic regulation of gene expression in breast cancer [23]. Besides romidepsin and vorinostat, which have been approved by the US Food and Drug Administration for the treatment of cutaneous T-cell lymphoma, an increasing number of HDACis have been developed and recently advanced to clinical trials [24]. Many HDACis have demonstrated preclinical efficacy as monotherapy for hematological malignancies however, as single agents they have proven less successful for the treatment of solid tumor malignancies [3]. Therefore, much effort has been invested in evaluating rational combinations of HDACis and interest in HDACis in combination therapy is growing.

Selective targeting of epigenetic readers as a potential therapeutic strategy became available recently with the recent discovery of BET bromodomain inhibitors such as JQ1 [25], I-BET151 [26], I-BET726 [27]. Previous studies in hematological malignancies have suggested that co-treatment with BET and HDAC inhibitors is more effective than each agent alone [9]. We tested two HDACis different in their structural characteristics, selectivity, efficacy and clinical developmental phase. VPA is a broad-spectrum HDACi with relatively weak (millimolar) inhibition on HDACs [28] with a clear advantage that it has been on the market for non-oncological uses for decades. Mocetinostat is a benzamide HDACi, selective of HDAC1, 2 and 3 enzymes [29]. In accordance with previous reports, we found that both HDACis induce hyperacetylation of histones H3 and H4 and decrease cell viability in all four tested cell lines (Figure 3A-3C, S2A, B). We tested both VPA and mocetinostat in combination with JQ1 and both combinations decreased cell viability synergistically in the MDA-MB-231, BT549 and MCF7 cell lines but not in the T47D cell line (Figure 3D, S2C). Since single agent treatment with JQ1, VPA or mocetinostat was comparable and equally efficient in all four cell lines, the lack of significant synergistic effects in the T47D cell line requires further investigation.

TNBC, lacking ER, PR and HER2 is considered to constitute the most drug-resistant and difficult-to-treat subtypes of breast cancers [2, 15]. The MDA-MB-231 cell line is representing the mesenchymal-like (ML), claudin-low subtype of TNBC which lacks luminal differentiation markers, but shows high enrichment of genes involved in cell motility, epithelial to mesenchymal transition (EMT) and growth factor signalling pathways among others [30]. Overall, patients with claudin-low tumors have an increased likelihood of distant recurrence and death partly due to the highly invasive nature of the disease [18, 31]. We chose the MD-MB-231 cell line for a more extensive molecular characterization as it displayed extensive decrease in cell viability after the combination treatment and we prioritized to further examine this highly aggressive and treatment resistant subtype of breast cancer. Since mocetinostat is active at low micromolar concentrations (Figure 3C) and induced a higher level of histone acetylation especially on histone H4 (Figure 3A), we chose the mocetinostat-JQ1 combination treatment to investigate global gene expression changes in MDA-MB-231 cells upon treatment. 

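Many genes moved alike with JQ1 and mocetinostat, among them the up-regulated ID1 (log2 fold change 3.11, SE 0.09 with mocetinostat) and EFR3B (3.48 with JQ1 and 2.98 with mocetinostat, SE 0.10) and the down-regulated kinesins KIF14 (−4.51 with mocetinostat, SE 0.11) and KIF20A (−3.98, SE 0.10). Others moved in opposite directions, such as the cytokine genes IL1A (2.73 with mocetinostat, SE 0.12), IL1B (−2.13 with JQ1 and 2.13 with mocetinostat, SE 0.16) and CSF3 (−2.45 and 1.92, SE 0.28). Of the probe sets that passed the filter with both compounds, 1159 changed in the same direction (400 up and 759 down) and 68 in opposite directions. Independent lists would share 37.8 up-regulated and 42.3 down-regulated probe sets.

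Across all probe sets, which are not independent replicates, the log2 fold changes of JQ1 and mocetinostat had a Pearson correlation of 0.513, and of 0.556 over genes given by 1 probe set each. Both are differences from the same 3 DMSO arrays, and simulated groups with no change gave a correlation of 0.501 from these shared controls alone. With groups of equal size and spread that value is fixed by the design, however small the spread. It therefore does not show how much of the observed correlation comes from the shared controls. The covariance, 0.157, was larger than the simulated 0.0180. The correlation with the changes of the combination was 0.665 for JQ1 and 0.817 for mocetinostat.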

Gene expression profiling revealed that both JQ1 and mocetinostat had extensive and similar effects on the transcriptome (Figure 4A, 4B). Furthermore, gene ontology analysis showed that both monotherapy and combination treatment affected genes involved in cell cycle progression and proliferation (Figure 4C and S3). We also observed significant time- and dose-dependent increases in the expression of several members of the USP17 subfamily of cytokine-inducible deubiquitinating enzymes (Figure 5A-5C).

DUB enzymes constitute a large family of proteases, essential in the renewal of the polyubiquitin chains for use during ubiquitination. USP is one of the five sub-families of DUB enzymes. Several lines of evidence suggest that the USP17 family regulates cell growth and survival and that constitutive expression of USP17 can block cell proliferation [18, 32]. Furthermore, USP17-mediated Lys-63-specific deubiquitination of SDS3 (a key component of the HDAC-dependent Sin3A co-repressor complex) resulted in decreased activity of HDACs in HeLa cells [33]. This raises the possibility that a positive feedback loop may exist between USP17 and HDACs which leads to a further decrease of HDAC activity following up-regulation of USP17.

It has also been reported that USP17 is capable of regulating Ras/MAPK signaling partly through the regulation of the RCE1 [18]. Since Ras is a key proto-oncogene in a number of cancers and the aberrant regulation of the Ras/MAPK pathway is one of the most common events in breast cancer progression [15] we tested the activity of the Ras/MAPK pathway upon JQ1 and mocetinostat single agent treatments and co-treatment. We observed an increase in USP17L5 protein expression and a decrease in the activity of Ras (GTP-bound Ras) after combination treatment (Figure 6A). In accordance with decreased Ras activation, we also found decreased phosphorylation levels of MEK and ERK1/2 enzymes after combination treatment, meanwhile none of the tested components of the Ras/MAPK pathway (including Ras, MEK and ERK1/2) showed altered protein expression levels in response to the treatments. Furthermore, substitution for each drug with the selective MEK1/2 inhibitor, selumetinib resulted in decreased cell viability (Figure 6B) while siRNA mediated silencing of USP17 rescued MDA-MB-231 cells from either JQ1 or mocetinostat single agent or combination treatments (Figure 6C), suggesting that the Ras/MAPK signaling pathway is involved in the synergistic effect of the combination treatment.

In summary, we have shown that the BET bromodomain inhibitor JQ1 decreased cell viability in cultured human breast cancer cells representing both TNBC and ER+ breast cancers. Our finding also revealed that JQ1 treatment potentiated the anti-proliferative and pro-apoptotic effects of the HDACis VPA and mocetinostat. Gene expression profiling revealed that both JQ1 and mocetinostat induced similar changes in the transcriptome of MDA-MB-231 cells which resulted in down-regulation of cell cycle related genes and up-regulation of several members of the USP17 sub-family. This latter effect could likely be connected to the stronger anti-proliferative effect of the combination treatment through the down-regulation of the Ras/MAPK signaling pathway. Our study demonstrates that co-treatment with BET inhibitors and HDAC inhibitors reduces breast cancer cell viability through induction of USP17, suggesting that such a regimen may be an effective treatment for breast cancer.

## MATERIALS AND METHODS

### Cell lines and reagents

Human breast cancer cell lines (MDA-MB-231, BT549, MCF7 and T47D) were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). MCF7 and T47D cell lines are characterized as representing ER+, luminal A breast cancer and BT549 and MDA-MB-231 cell lines as triple negative, basal B breast cancer. MCF7 and MDA-MB-231 cells were routinely cultured at 37°C, 5% CO_2_ in Dulbecco's Modified Eagle's medium (DMEM) (Invitrogen, Carlsbad, CA, USA) supplemented with 10% heat-inactivated fetal bovine serum (FBS) (Invitrogen), 1% penicillin/streptomycin. T47D and BT549 cells were cultured under the same conditions but in Roswell Park Memorial Institute (RPMI) (Invitrogen) medium supplemented with 10% heat-inactivated FBS and 1% penicillin/streptomycin. Valproic acid (Sigma-Aldrich, St Louis, MO, USA) was dissolved in sterile water at a stock concentration of 0.4 M. MGCD-0103 (mocetinostat) (SelleckChem, Houston, TX, USA), (S)-JQ1 (Abcam, Cambridge, UK) and AZD6244 (selumetinib) (SelleckChem) were prepared as 1 mM stocks in 100% dimethyl sulfoxide. All stocks were frozen at −80°C in 20 μl aliquots.

### WST-1 cell viability assay

Cell viability was assessed using the WST-1 assay (Roche, Mannheim, Germany) following the manufacturer's instructions. Cells cultured in 96 well plates at a concentration of 8 × 10^3^ cells/well and incubated in the presence of compounds in complete medium for the indicated times. Three hours after the addition of WST-1, absorbance was measured at 440 nm and 650 nm (as reference wavelength) using a TECAN Infinite® 200 PRO multimode reader (TECAN, Maennedorf, Switzerland).

### Trypan blue exclusion assay

Trypan blue solution (0.4%)(Invitrogen), is used as a cell stain to assess cell viability using the dye exclusion test. MCF7, T47D, BT549 and MDA-MB-231 cells were seeded at 3×10^5^ cells/well in six-well plates. Following 48 hours treatment with inhibitors or vehicle, cells were trypsinized and cell suspensions mixed with trypan blue stain (0.4%) at a one to one ratio. Cells were counted using Countess Automated Cell Counter (Invitrogen).

### Enzyme-linked immunosorbent assay (ELISA) for detection of cell death

MCF7, T47D, BT549 and MDA-MB-231 cells were plated in 96-well tissue culture plates at 1 × 10^4^ cells/well and treated with the indicated concentrations of JQ1 for 48 hours. Apoptosis and necrosis, were determined with the Cell Death Detection ELISA PLUS Assay kit (Roche) as previously described [34] in accordance with the manufacturer's instructions.

### Flow cytometry

For cell-cycle analysis, cells were harvested by trypsinization, washed twice in phosphate-buffered saline (PBS, pH 7.4), then fixed in 70% ice-cold ethanol and stored on ice for at least 1 hour. Before analysis, the fixed cells were incubated with 10 μg/ml propidium iodide (Sigma-Aldrich) and 100 μg/ml DNase free ribonuclease A (Sigma-Aldrich) for 30 min. The cell-cycle phase distribution was analyzed using FACSCalibur flow cytometer (BD biosciences, Franklin Lakes, NJ, USA).

### Immunoblot analysis

Immunoblotting was performed using standard protocols using c-MYC, p21, Ac-H3 (Lys9/Lys14), Ac-H4 (Lys5), p-MEK, MEK, p-ERK1/2, ERK1/2 (Cell Signaling, Danvers, MA, USA), BAX, HDAC1, HDAC2, HDAC3 (Santa Cruz Inc., Dallas, TX, USA), BRD4 (Bethyl Laboratories Inc., Montgomery, TX, USA), beta-actin (Sigma-Aldrich), USP17L5 (Abcam) primary antibodies and horse radish peroxidase (HRP) conjugated anti-mouse IgG or anti-rabbit IgG (GE Healthcare, Piscataway, NJ, USA) secondary antibodies.

### RNA isolation and quantitative PCR

Total RNA was isolated with the RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions and reverse transcribed from 1 μg RNA. Quantitative real time PCR (QPCR) analysis for the expression of c-MYC, CDKN1A and BAX was carried out with SYBR-Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA) in an ABI PRISM 7500 apparatus (Applied Biosystems) with the following primers: 36B4 forward: 5′-GTGTTCGACAATGGCAGCAT-3′, reverse: 5′-GACACCCTCCAGGAAGCGA-3; c-MYC forward: 5′-GAGCCCCTGGTGCTCCAT-3′, reverse: 5′-TCATCTTCTTGTTCCTCCTCAGAGT-3′; CDKN1A forward: 5′-AGGTGGACCTGGAGACTCTCAG-3′, reverse: 5′-TCCTCTTGGAGAAGATCAGCCG-3′; BAX forward: 5′-CCCGAGAGGTCTTTTTCCGAG-3′, reverse: 5′-CCAGCCCATGATGGTTCTGAT-3′. All target gene transcripts were normalized to the expression of ribosomal phosphoprotein, 36B4. The optimum concentration of primers was determined in preliminary experiments and all primer pairs were tested with melting curves.

### Gene expression microarray analysis

Total RNA was extracted using the RNeasy Mini Kit (Qiagen). Samples from three independent biological replicates for each treatment were hybridized to the Affymetrix Human Gene 2.1 ST array. Target synthesis and hybridizations were performed by the Bioinformatic and Expression Analysis core facility (BEA, www.bea.ki.se, Novum, Karolinska Institutet, Huddinge, Sweden) according to standard protocols. We applied a filter of P < 0.001 for significantly modulated gene expression and at least a 2.0-fold change in mean differential expression. Gene ontology analysis was carried out using DAVID tools. The expression microarray data have been deposited in the GEO database under accession number GSE65495.

### Selective inhibition of USP17 expression by short interfering RNA (siRNA)

USP17 siRNA and nonspecific control siRNA were purchased from Santa Cruz Inc. MDA-MB-231 cells were plated at 2.5 × 10^5^ cells/well in 6 well plates. Double-stranded siRNAs were transfected into MDA-MB-231 cells using the INTERFERin transfection kit (Polyplus transfection Inc., Illkirch, France) according to the manufacturer's instructions. 24 hours after transfection, cells were subjected to Western blot analysis or treatment and WST-1 cell viability assay.

### Pan-Ras activation assay

Pan-Ras activation was measured by a pan-Ras activation kit (Cell Biolabs, San Diego, CA, USA) according to the manufacturer's protocol. Briefly, MDA-MB-231 cells were cultured in 6 cm cell culture dishes in the presence or absence of inhibitors for 48 hours. After treatment, the cells were immediately washed with ice-cold PBS and lysed in lysis/assay buffer containing 125 mM HEPES, pH 7.5, 750 mM NaCl, 5% NP-40, 50 mM MgCl2, 5 mM EDTA, 10% glycerol, supplemented with protease inhibitor cocktail (Roche). Lysates were kept on ice for 15 min and spun down at 13000 g for 10 min. Supernatants were added to Raf1 RBD (Ras-binding domain) Agarose beads to selectively isolate and pull-down the active forms of Ras (GTP-bound Ras). The pulldowns were separated and immunoblotted as previously described (REF) using Anti-pan-Ras antibody (Cell Biolabs).

## SUPPLEMENTARY MATERIAL FIGURES AND TABLE

## References

[1] Jemal A, Bray F, Center MM, Ferlay J, Ward E, Forman D (2011). Global cancer statistics. CA. Cancer J. Clin.

[2] Mataga MA, Rosenthal S, Heerboth S, Devalapalli A, Kokolus S, Evans LR (2012). Anti-breast cancer effects of histone deacetylase inhibitors and calpain inhibitor. Anticancer Res.

[3] Thurn KT, Thomas S, Moore A, Munster PN (2011). Rational therapeutic combinations with histone deacetylase inhibitors for the treatment of cancer. Future Oncol.

[4] Elsheikh SE, Green AR, Rakha EA, Powe DG, Ahmed RA, Collins HM, Soria D, Garibaldi JM, Paish CE, Ammar AA, Grainge MJ, Ball GR, Abdelghany MK (2009). Global histone modifications in breast cancer correlate with tumor phenotypes, prognostic factors, and patient outcome. Cancer Res.

[5] Siegel D, Hussein M, Belani C, Robert F, Galanis E, Richon VM, Garcia-Vargas J, Sanz-Rodriguez C, Rizvi S (2009). Vorinostat in solid and hematologic malignancies. J. Hematol. Oncol.

[6] Patel MC, Debrosse M, Smith M, Dey A, Huynh W, Sarai N, Heightman TD, Tamura T, Ozato K (2013). BRD4 coordinates recruitment of pause release factor P-TEFb and the pausing complex NELF/DSIF to regulate transcription elongation of interferon-stimulated genes. Mol. Cell Biol.

[7] Arrowsmith CH, Bountra C, Fish PV, Lee K, Schapira M (2012). Epigenetic protein families: a new frontier for drug discovery. Nat. Rev. Drug Discov.

[8] Garnier JM, Sharp PP, Burns CJ (2013). BET bromodomain inhibitors: a patent review. Expert Opin. Ther. Pat.

[9] Fiskus W, Sharma S, Qi J, Valenta JA, Schaub LJ, Shah B, Peth K, Portier BP, Rodriguez M, Devaraj SG, Zhan M, Sheng J, Iyer SP (2014). Highly active combination of BRD4 antagonist and histone deacetylase inhibitor against human acute myelogenous leukemia cells. Mol. Cancer. Ther.

[10] Henssen A, Thor T, Odersky A, Heukamp L, El-Hindy N, Beckers A, Speleman F, Althoff K, Schäfers S, Schramm A, Sure U, Fleischhack G, Eggert A (2013). BET bromodomain protein inhibition is a therapeutic option for medulloblastoma. Oncotarget.

[11] Molenaar JJ, Domingo-Fernández R, Ebus ME, Lindner S, Koster J, Drabek K, Mestdagh P, van Sluis P, Valentijn LJ, van Nes J, Broekmans M, Haneveld F, Volckmann R (2012). LIN28B induces neuroblastoma and enhances MYCN levels via let-7 suppression. Nat. Genet.

[12] Sengupta S, Biarnes MC, Clarke R, Jordan VC (2015). Inhibition of BET proteins impairs estrogen-mediated growth and transcription in breast cancers by pausing RNA polymerase advancement. Breast Cancer Res. Treat.

[13] Bihani T, Ezell SA, Ladd B, Grosskurth SE, Mazzola AM, Pietras M, Reimer C, Zinda M, Fawell S, D'Cruz CM (2015). Resistance to everolimus driven by epigenetic regulation of MYC in ER+ breast cancers. Oncotarget.

[14] Bhadury J, Nilsson LM, Muralidharan SV, Green LC, Li Z, Gesner EM, Hansen HC, Keller UB, McLure KG, Nilsson JA (2014). BET and HDAC inhibitors induce similar genes and biological effects and synergize to kill in Myc-induced murine lymphoma. PNAS.

[15] Giltnane JM, Balko JM (2014). Rationale for targeting the Ras/MAPK pathway in triple-negative breast cancer. Discov. Med.

[16] Mertz JA, Conery AR, Bryant BM, Sandy P, Balasubramanian S, Mele DA, Bergeron L, Sims RJ (2011). Targeting MYC dependence in cancer by inhibiting BET bromodomains. Proc. Natl. Acad. Sci. USA.

[17] Xu J, Chen Y, Olopade OI (2010). MYC and Breast Cancer. Genes Cancer.

[18] Burrows JF, Kelvin AA, McFarlane C, Burden RE, McGrattan MJ, De la Vega M, Govender U, Quinn DJ, Dib K, Gadina M, Scott CJ, Johnston JA (2009). USP17 regulates Ras activation and cell proliferation by blocking RCE1 activity. J. Biol. Chem.

[19] Ramakrishna S, Suresh B, Bae SM, Ahn WS, Lim KH, Baek KH (2012). Hyaluronan binding motifs of USP17 and SDS3 exhibit anti-tumor activity. PLoS One.

[20] Burrows JF, Scott CJ, Johnston JA (2010). The DUB/USP17 deubiquitinating enzymes: a gene family within a tandemly repeated sequence, is also embedded within the copy number variable beta-defensin cluster. BMC Genomics.

[21] Delmore JE, Issa GC, Lemieux ME, Rahl PB, Shi J, Jacobs HM, Kastritis E, Gilpatrick T, Paranal RM, Qi J, Chesi M, Schinzel AC, McKeown MR (2011). BET bromodomain inhibition as a therapeutic strategy to target c-Myc. Cell.

[22] Liao DJ, Dickson RB (2000). c-Myc in breast cancer. Endocr. Relat. Cancer.

[23] Ropero S, Esteller M (2007). The role of histone deacetylases (HDACs) in human cancer. Mol. Oncol.

[24] Connolly R, Stearns V (2012). Epigenetics as a therapeutic target in breast cancer. J. Mammary Gland Biol. Neoplasia.

[25] Sanchez R, Zhou MM (2009). The role of human bromodomains in chromatin biology and gene transcription. Curr. Opin. Drug Discov. Devel.

[26] Seal J, Lamotte Y, Donche F, Bouillot A, Mirguet O, Gellibert F, Nicodeme E, Krysa G, Kirilovsky J, Beinke S, McCleary S, Rioja I, Bamborough P (2012). Identification of a novel series of BET family bromodomain inhibitors: binding mode and profile of I-BET151 (GSK1210151A). Bioorg. Med. Chem. Lett.

[27] Gosmini R, Nguyen VL, Toum J, Simon C, Brusq JM, Krysa G, Mirguet O, Riou-Eymard AM, Boursier EV, Trottet L, Bamborough P, Clark H, Chung CW (2014). The discovery of I-BET726 (GSK1324726A), a potent tetrahydroquinoline ApoA1 up-regulator and selective BET bromodomain inhibitor. J. Med. Chem.

[28] Göttlicher M, Minucci S, Zhu P, Krämer OH, Schimpf A, Giavara S, Sleeman JP, Lo Coco F, Nervi C, Pelicci PG, Heinzel T (2001). Valproic acid defines a novel class of HDAC inhibitors inducing differentiation of transformed cells. EMBO J.

[29] Fournel M, Bonfils C, Hou Y, Yan PT, Trachy-Bourget MC, Kalita A, Liu J, Lu AH, Zhou NZ, Robert MF, Gillespie J, Wang JJ, Ste-Croix H (2008). MGCD0103, a novel isotype-selective histone deacetylase inhibitor, has broad spectrum antitumor activity *in vitro* and *in vivo*. Mol. Cancer Ther.

[30] Lehmann BD, Bauer JA, Chen X, Sanders ME, Chakravarthy AB, Shyr Y, Pietenpol JA (2011). Identification of human triple-negative breast cancer subtypes and preclinical models for selection of targeted therapies. J. Clin. Invest.

[31] Prat A, Parker JS, Karginova O, Fan C, Livasy C, Herschkowitz JI, He X, Perou CM (2010). Phenotypic and molecular characterization of the claudin-low intrinsic subtype of breast cancer. Breast Cancer Res.

[32] Burrows JF, McGrattan MJ, Johnston JA (2005). The DUB/USP17 deubiquitinating enzymes, a multigene family within a tandemly repeated sequence. Genomics.

[33] Ramakrishna S, Suresh B, Lee EJ, Lee HJ, Ahn WS, Baek KH (2011). Lys-63-specific Deubiquitination of SDS3 by USP17 Regulates HDAC Activity. J Biol Chem.

[34] Balijepalli MK, Tandra S, Pichika MR (2010). Antiproliferative activity and induction of apoptosis in estrogen receptor-positive and negative human breast carcinoma cell lines by Gmelina asiatica roots. Pharmacognosy. Res.

# Supplementary material for: Induction of USP17 by combining BET and HDAC inhibitors in breast cancer cells
**Source:** Oncotarget. 2015 Sep 10;6(32):33623–35. doi: 10.18632/oncotarget.5601
**Supplement:** Supplementary file 1

Induction of USP17 by combining BET and HDAC inhibitors in breast cancer cells

Supplementary Material

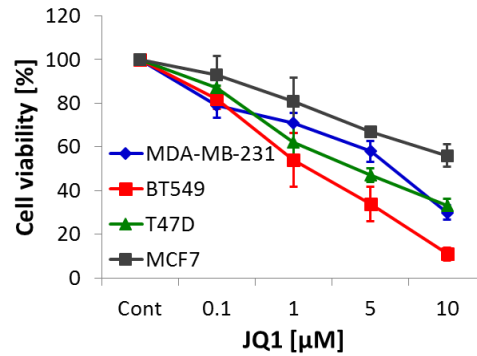

Figure S1. JQ1 decreases cell viability of both TNBC and ER+ breast cancer cell lines. TNBC (MDA-MB-231, BT549) and ER+ (T47D, MCF7) breast cancer cell lines were treated with the indicated concentrations of JQ1 for 48 hours. Changes in cell viability were assayed by trypan blue exclusion assay. Data are presented as mean (n=3) percentage $\pm$ standard deviation (SD) relative to control.

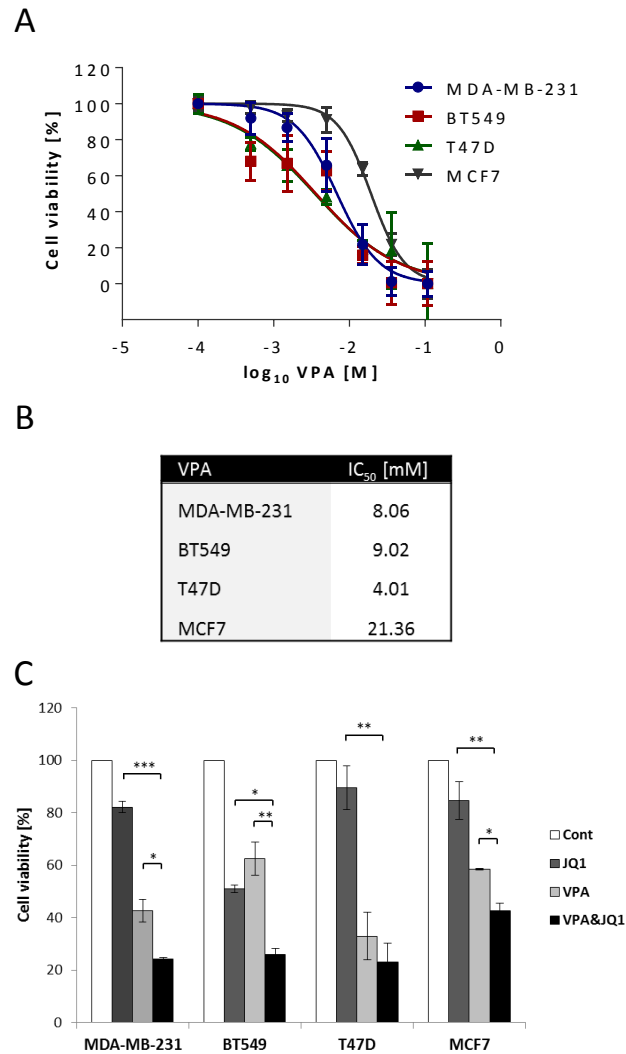

Figure S2. VPA reduces cell viability which is further potentiated by JQ1 treatment. (A) MDA-MB-231, BT549, T47D and MCF7 cells were treated with increasing concentrations of VPA for 48 hours and assayed by WST-1 cell viability assay. (B) IC₅₀ values were calculated by GraphPad Prism software. (C) Cells were treated with JQ1 (1 μ M) and VPA (8 mM for MDA-MB-231, 9 mM for BT549, 4 mM for T47D, 21.4 mM for MCF7) for 48 hours then assayed by WST-1 cell viability assay. Error bars represent SD from $n \geq 3$ independent experiments. Significance (P value) of results in A and C was calculated using a two tailed t test (* $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$).

Table S1.

Full list of statistically enriched biological process categories affected by JQ1 (**A, B**), mocetinostat (**C, D**) or their combination (**E, F**) treatment evaluated by Database for Annotation, Visualization and Integrated Discovery (DAVID) software.

A

Down-regulated by JQ1		
GO term	count	p-value
GO:0022403~cell cycle phase	108	1.81E-57
GO:0007049~cell cycle	144	1.98E-57
GO:0000279~M phase	96	1.39E-55
GO:0022402~cell cycle process	118	6.37E-52
GO:0007067~mitosis	76	1.38E-49
GO:0000280~nuclear division	76	1.38E-49
GO:0000087~M phase of mitotic cell cycle	76	6.20E-49
GO:0048285~organelle fission	76	3.84E-48
GO:0000278~mitotic cell cycle	93	1.26E-47
GO:0051301~cell division	77	1.96E-40
GO:0007059~chromosome segregation	36	1.08E-27
GO:0006259~DNA metabolic process	75	1.29E-22
GO:0006260~DNA replication	45	1.13E-21
GO:0051726~regulation of cell cycle	56	1.42E-19
GO:0000070~mitotic sister chromatid segregation	20	1.12E-17
GO:0000819~sister chromatid segregation	20	2.22E-17
GO:0006974~response to DNA damage stimulus	52	1.56E-14
GO:0006281~DNA repair	43	2.53E-13
GO:0007346~regulation of mitotic cell cycle	31	3.80E-13
GO:0000075~cell cycle checkpoint	24	9.58E-13
GO:0010564~regulation of cell cycle process	26	3.07E-12
GO:0051327~M phase of meiotic cell cycle	23	3.83E-11
GO:0007126~meiosis	23	3.83E-11
GO:0007017~microtubule-based process	37	4.23E-11
GO:0051321~meiotic cell cycle	23	5.86E-11
GO:0051276~chromosome organization	53	1.17E-10
GO:0007051~spindle organization	16	1.20E-10
GO:0000226~microtubule cytoskeleton organization	26	9.94E-10
GO:0033554~cellular response to stress	56	1.33E-09
GO:0006323~DNA packaging	23	1.43E-09
GO:0051329~interphase of mitotic cell cycle	21	4.49E-09
GO:0006261~DNA-dependent DNA replication	16	6.37E-09
GO:0051325~interphase	21	7.55E-09
GO:0007093~mitotic cell cycle checkpoint	14	8.21E-09
GO:0008283~cell proliferation	43	1.66E-07
GO:0007076~mitotic chromosome condensation	8	2.39E-07
GO:0007088~regulation of mitosis	14	2.62E-07
GO:0051783~regulation of nuclear division	14	2.62E-07
GO:0030261~chromosome condensation	10	3.14E-07
GO:0006955~immune response	54	5.18E-06
GO:0048015~phosphoinositide-mediated signaling	15	1.10E-05
GO:0042325~regulation of phosphorylation	40	1.43E-05

Down-regulated by JQ1		
GO term	count	p-value
GO:0051303~establishment of chromosome localization	7	1.57E-05
GO:0050000~chromosome localization	7	1.57E-05
GO:0065004~protein-DNA complex assembly	15	1.64E-05
GO:0006270~DNA replication initiation	7	2.43E-05
GO:0019220~regulation of phosphate metabolic process	40	3.51E-05
GO:0051174~regulation of phosphorus metabolic process	40	3.51E-05
GO:0051797~regulation of hair follicle development	5	3.74E-05
GO:0042634~regulation of hair cycle	5	3.74E-05
GO:0007010~cytoskeleton organization	37	4.02E-05
GO:0010948~negative regulation of cell cycle process	8	4.38E-05
GO:0031577~spindle checkpoint	6	6.69E-05
GO:0000725~recombinational repair	7	7.43E-05
GO:0000724~double-strand break repair via homologous recombination	7	7.43E-05
GO:0051640~organelle localization	14	8.13E-05
GO:0042770~DNA damage response, signal transduction	13	8.42E-05
GO:0040001~establishment of mitotic spindle localization	5	1.64E-04
GO:0006302~double-strand break repair	11	1.76E-04
GO:0030071~regulation of mitotic metaphase/anaphase transition	7	1.84E-04
GO:0031497~chromatin assembly	13	1.92E-04
GO:0000910~cytokinesis	9	2.02E-04
GO:0031570~DNA integrity checkpoint	10	2.13E-04
GO:0007052~mitotic spindle organization	6	2.29E-04
GO:0009611~response to wounding	40	2.31E-04
GO:0010604~positive regulation of macromolecule metabolic process	57	2.55E-04
GO:0000079~regulation of cyclin-dependent protein kinase activity	10	2.87E-04
GO:0006310~DNA recombination	14	3.15E-04
GO:0000082~G1/S transition of mitotic cell cycle	10	3.80E-04
GO:0051785~positive regulation of nuclear division	7	3.94E-04
GO:0045840~positive regulation of mitosis	7	3.94E-04
GO:0031399~regulation of protein modification process	26	4.09E-04
GO:0051656~establishment of organelle localization	11	4.33E-04
GO:0045787~positive regulation of cell cycle	10	4.36E-04
GO:0051653~spindle localization	5	4.60E-04
GO:0051293~establishment of spindle localization	5	4.60E-04
GO:0006334~nucleosome assembly	12	5.54E-04
GO:0019932~second-messenger-mediated signaling	22	5.89E-04
GO:0006333~chromatin assembly or disassembly	15	6.25E-04
GO:0010212~response to ionizing radiation	10	6.43E-04
GO:0007018~microtubule-based movement	14	6.45E-04
GO:0007094~mitotic cell cycle spindle assembly checkpoint	5	7.00E-04
GO:0051310~metaphase plate congression	5	7.00E-04
GO:0045841~negative regulation of mitotic metaphase/anaphase transition	5	7.00E-04

B

Up-regulated by JQ1		
GO term	count	p-value
GO:0048514~blood vessel morphogenesis	13	3.20E-04
GO:0016042~lipid catabolic process	11	8.83E-04

C

Down-regulated by mocetinostat			Down-regulated by mocetinostat		
GO term	count	p-value	GO term	count	p-value
GO:0007049~cell cycle	196	1.08E-79	GO:0007076~mitotic chromosome condensation	8	1.98E-06
GO:0022403~cell cycle phase	140	2.59E-73	GO:0034508~centromere complex assembly	6	2.94E-06
GO:0000279~M phase	123	8.23E-70	GO:0031570~DNA integrity checkpoint	14	3.52E-06
GO:0022402~cell cycle process	156	4.53E-68	GO:0000725~recombinational repair	9	3.73E-06
GO:0000087~M phase of mitotic cell cycle	94	3.67E-58	GO:0000724~double-strand break repair via homologous recombination	9	3.73E-06
GO:0000280~nuclear division	93	7.21E-58	GO:0030261~chromosome condensation	10	4.27E-06
GO:0007067~mitosis	93	7.21E-58	GO:0006310~DNA recombination	20	4.28E-06
GO:0000278~mitotic cell cycle	117	3.49E-57	GO:0010604~positive regulation of macromolecule metabolic process	80	4.32E-06
GO:0048285~organelle fission	93	5.20E-56	GO:0000079~regulation of cyclin-dependent protein kinase activity	14	5.55E-06
GO:0051301~cell division	97	8.26E-49	GO:0042770~DNA damage response, signal transduction	17	6.40E-06
GO:0007059~chromosome segregation	44	6.76E-33	GO:0000910~cytokinesis	12	9.54E-06
GO:0006260~DNA replication	64	1.08E-32	GO:0051310~metaphase plate congression	7	1.03E-05
GO:0006259~DNA metabolic process	102	6.54E-31	GO:0045787~positive regulation of cell cycle	14	1.05E-05
GO:0051276~chromosome organization	95	9.38E-28	GO:0034621~cellular macromolecular complex subunit organization	41	1.71E-05
GO:0006974~response to DNA damage stimulus	74	5.98E-22	GO:0031497~chromatin assembly	17	1.96E-05
GO:0051726~regulation of cell cycle	69	9.99E-22	GO:0048015~phosphoinositide-mediated signaling	17	2.27E-05
GO:0000070~mitotic sister chromatid segregation	22	7.53E-18	GO:0006275~regulation of DNA replication	14	2.76E-05
GO:0000819~sister chromatid segregation	22	1.65E-17	GO:0006289~nucleotide-excision repair	13	3.68E-05
GO:0006281~DNA repair	57	3.08E-17	GO:0007098~centrosome cycle	8	4.35E-05
GO:0000226~microtubule cytoskeleton organization	39	5.45E-16	GO:0006338~chromatin remodeling	13	4.45E-05
GO:0051321~meiotic cell cycle	32	1.03E-15	GO:0000082~G1/S transition of mitotic cell cycle	13	4.45E-05
GO:0033554~cellular response to stress	82	1.61E-15	GO:0034728~nucleosome organization	17	4.61E-05
GO:0007017~microtubule-based process	51	1.89E-15	GO:0006268~DNA unwinding during replication	7	5.78E-05
GO:0007051~spindle organization	22	3.32E-15	GO:0007127~meiosis I	11	7.44E-05
GO:0007126~meiosis	31	4.46E-15	GO:0008156~negative regulation of DNA replication	9	9.81E-05
GO:0051327~M phase of meiotic cell cycle	31	4.46E-15	GO:0048477~oogenesis	10	1.78E-04
GO:0007346~regulation of mitotic cell cycle	38	1.00E-14	GO:0010605~negative regulation of macromolecule metabolic process	65	1.92E-04
GO:0010564~regulation of cell cycle process	32	5.87E-14	GO:0006334~nucleosome assembly	15	1.93E-04
GO:0006261~DNA-dependent DNA replication	22	1.47E-12	GO:0051053~negative regulation of DNA metabolic process	10	2.20E-04
GO:0000075~cell cycle checkpoint	27	1.82E-12	GO:0043933~macromolecular complex subunit organization	63	2.33E-04
GO:0006325~chromatin organization	57	1.18E-11	GO:0000077~DNA damage checkpoint	11	2.45E-04
GO:0051329~interphase of mitotic cell cycle	27	4.01E-11	GO:0007096~regulation of exit from mitosis	6	2.93E-04
GO:0051325~interphase	27	8.03E-11	GO:0031577~spindle checkpoint	6	2.93E-04
GO:0006323~DNA packaging	28	1.56E-10	GO:0032392~DNA geometric change	7	2.95E-04
GO:0033043~regulation of organelle organization	37	2.84E-09	GO:0032508~DNA duplex unwinding	7	2.95E-04
GO:0007010~cytoskeleton organization	57	2.98E-09	GO:0051656~establishment of organelle localization	13	3.63E-04
GO:0007093~mitotic cell cycle checkpoint	15	3.94E-08	GO:0034622~cellular macromolecular complex assembly	34	3.87E-04
GO:0006283~cell proliferation	54	5.25E-08	GO:0045449~regulation of transcription	181	4.78E-04
GO:0051052~regulation of DNA metabolic process	24	5.37E-08	GO:0051640~organelle localization	15	5.08E-04
GO:0051297~centrosome organization	13	6.15E-08	GO:0080135~regulation of cellular response to stress	16	5.26E-04
GO:0006297~nucleotide-excision repair, DNA gap filling	10	7.59E-08	GO:0046605~regulation of centrosome cycle	5	5.45E-04
GO:0006333~chromatin assembly or disassembly	25	1.03E-07	GO:0040001~establishment of mitotic spindle localization	5	5.45E-04
GO:0016568~chromatin modification	39	1.53E-07	GO:0051172~negative regulation of nitrogen compound metabolic process	48	6.08E-04
GO:0006302~double-strand break repair	17	1.65E-07	GO:0000731~DNA synthesis during DNA repair	4	6.48E-04
GO:0031023~microtubule organizing center organization	13	1.95E-07	GO:0008629~induction of apoptosis by intracellular signals	11	6.63E-04
GO:0051783~regulation of nuclear division	16	2.37E-07	GO:0042325~regulation of phosphorylation	44	7.03E-04
GO:0007088~regulation of mitosis	16	2.37E-07	GO:0045935~positive regulation of nucleic acid metabolic process	55	7.23E-04
GO:0050000~chromosome localization	9	3.87E-07	GO:0010557~positive regulation of macromolecule biosynthetic process	57	7.27E-04
GO:0051303~establishment of chromosome localization	9	3.87E-07	GO:0045934~negative regulation of nucleic acid metabolic process	47	8.22E-04
GO:0065004~protein-DNA complex assembly	20	4.40E-07	GO:0051173~positive regulation of nitrogen compound metabolic process	56	8.93E-04
GO:0006270~DNA replication initiation	9	7.36E-07	GO:0000731~DNA synthesis during DNA repair	5	9.39E-04
GO:0030071~regulation of mitotic metaphase/anaphase transition	10	1.21E-06	GO:0007080~mitotic metaphase plate congression	5	9.39E-04
GO:0032886~regulation of microtubule-based process	14	1.70E-06	GO:0007052~mitotic spindle organization	6	9.68E-04
GO:0070507~regulation of microtubule cytoskeleton organization	13	1.80E-06	GO:0031399~regulation of protein modification process	31	9.73E-04

D

Up-regulated by mocetinostat			Up-regulated by mocetinostat		
GO term	count	p-value	GO term	count	p-value
GO:0006631~fatty acid metabolic process	30	1.33E-05	GO:0030155~regulation of cell adhesion	21	2.95E-04
GO:0030334~regulation of cell migration	27	1.53E-05	GO:0010033~response to organic substance	69	3.25E-04
GO:0009611~response to wounding	59	1.61E-05	GO:0070482~response to oxygen levels	21	4.33E-04
GO:0007610~behavior	53	3.11E-05	GO:0008015~blood circulation	25	5.12E-04
GO:0042127~regulation of cell proliferation	78	3.96E-05	GO:0003013~circulatory system process	25	5.12E-04
GO:0048514~blood vessel morphogenesis	30	4.47E-05	GO:0006954~inflammatory response	37	5.14E-04
GO:0001568~blood vessel development	33	5.10E-05	GO:0046394~carboxylic acid biosynthetic process	22	5.88E-04
GO:0040012~regulation of locomotion	28	5.43E-05	GO:0016053~organic acid biosynthetic process	22	5.88E-04
GO:0051270~regulation of cell motion	28	5.95E-05	GO:0001666~response to hypoxia	20	5.99E-04
GO:0001944~vasculature development	33	8.17E-05	GO:0007167~enzyme linked receptor protein signaling pathway	38	6.77E-04
GO:0044057~regulation of system process	38	9.12E-05	GO:0009719~response to endogenous stimulus	43	7.29E-04
GO:0045765~regulation of angiogenesis	14	1.06E-04	GO:0051046~regulation of secretion	26	7.38E-04
GO:0051240~positive regulation of multicellular organismal process	32	1.12E-04	GO:0045907~positive regulation of vasoconstriction	6	7.67E-04
GO:0002504~antigen processing	10	1.30E-04	GO:0001525~angiogenesis	21	8.13E-04
GO:0019229~regulation of vasoconstriction	10	1.67E-04	GO:0010035~response to inorganic substance	26	9.16E-04

E

Down-regulated by JQ1 & mocetinostat			Down-regulated by JQ1 & mocetinostat		
GO term	count	p-value	GO term	count	p-value
GO:0007049~cell cycle	197	3.00E-53	GO:0070507~regulation of microtubule cytoskeleton organization	14	1.21E-05
GO:0022403~cell cycle phase	135	3.09E-49	GO:0032886~regulation of microtubule-based process	15	1.57E-05
GO:0000279~M phase	116	4.97E-46	GO:0007093~mitotic cell cycle checkpoint	14	1.61E-05
GO:0022402~cell cycle process	155	6.23E-46	GO:0007076~mitotic chromosome condensation	8	2.05E-05
GO:0000278~mitotic cell cycle	122	6.00E-45	GO:0030071~regulation of mitotic metaphase/anaphase transition	10	2.16E-05
GO:0007067~mitosis	91	1.47E-42	GO:0006915~apoptosis	77	2.27E-05
GO:0000280~nuclear division	91	1.47E-42	GO:0045787~positive regulation of cell cycle	16	2.34E-05
GO:0000087~M phase of mitotic cell cycle	91	8.61E-42	GO:0007010~cytoskeleton organization	60	2.61E-05
GO:0048285~organelle fission	91	7.36E-41	GO:0051174~regulation of phosphorus metabolic process	65	2.67E-05
GO:0051301~cell division	93	2.06E-32	GO:0019220~regulation of phosphate metabolic process	65	2.67E-05
GO:0007059~chromosome segregation	44	1.36E-26	GO:0042325~regulation of phosphorylation	63	2.78E-05
GO:0006260~DNA replication	59	2.58E-20	GO:0012501~programmed cell death	77	3.82E-05
GO:0006259~DNA metabolic process	104	4.88E-20	GO:0080135~regulation of cellular response to stress	22	4.25E-05
GO:0051726~regulation of cell cycle	75	5.39E-17	GO:0031399~regulation of protein modification process	44	5.84E-05
GO:0006974~response to DNA damage stimulus	80	1.23E-16	GO:0070302~regulation of stress-activated protein kinase signaling pathway	17	6.83E-05
GO:0000819~sister chromatid segregation	23	1.28E-15	GO:0032270~positive regulation of cellular protein metabolic process	37	6.88E-05
GO:0000070~mitotic sister chromatid segregation	22	9.51E-15	GO:0051247~positive regulation of protein metabolic process	38	7.51E-05
GO:0033554~cellular response to stress	94	4.31E-12	GO:0051439~regulation of ubiquitin-protein ligase activity during mitotic cell cycle	17	9.85E-05
GO:0007346~regulation of mitotic cell cycle	41	4.95E-12	GO:0010627~regulation of protein kinase cascade	38	1.26E-04
GO:0051276~chromosome organization	84	7.70E-12	GO:0051338~regulation of transferase activity	51	1.27E-04
GO:0010564~regulation of cell cycle process	34	2.25E-11	GO:0010604~positive regulation of macromolecule metabolic process	98	1.40E-04
GO:0051329~interphase of mitotic cell cycle	31	1.54E-10	GO:0045859~regulation of protein kinase activity	48	1.45E-04
GO:0006281~DNA repair	56	2.87E-10	GO:0008630~DNA damage response, signal transduction in induction of apoptosis	11	1.50E-04
GO:0007051~spindle organization	20	3.02E-10	GO:0032268~regulation of cellular protein metabolic process	61	1.55E-04
GO:0051325~interphase	31	3.36E-10	GO:0043549~regulation of kinase activity	49	1.70E-04
GO:0000075~cell cycle checkpoint	28	8.05E-10	GO:0008629~induction of apoptosis by intracellular signals	14	2.16E-04
GO:0007017~microtubule-based process	51	9.03E-10	GO:0007080~mitotic metaphase plate congression	6	2.87E-04
GO:0000226~microtubule cytoskeleton organization	36	2.02E-09	GO:0043408~regulation of MAPKKK cascade	21	2.91E-04
GO:0051321~meiotic cell cycle	28	7.91E-09	GO:0051438~regulation of ubiquitin-protein ligase activity	17	3.14E-04
GO:0007126~meiosis	27	2.22E-08	GO:0000082~G1/S transition of mitotic cell cycle	14	3.19E-04
GO:0051327~M phase of meiotic cell cycle	27	2.22E-08	GO:0000724~double-strand break repair via homologous recombination	8	3.96E-04
GO:0033043~regulation of organelle organization	43	3.77E-08	GO:0000725~recombinational repair	8	3.96E-04
GO:0006261~DNA-dependent DNA replication	20	4.38E-08	GO:0046328~regulation of JNK cascade	15	4.35E-04
GO:0008283~cell proliferation	67	1.62E-07	GO:0051340~regulation of ligase activity	17	4.91E-04
GO:0050000~chromosome localization	10	3.61E-07	GO:0034508~centromere complex assembly	5	5.02E-04
GO:0051303~establishment of chromosome localization	10	3.61E-07	GO:0007089~traversing start control point of mitotic cell cycle	5	5.02E-04
GO:0007088~regulation of mitosis	18	7.67E-07	GO:0031570~DNA integrity checkpoint	13	5.69E-04
GO:0051783~regulation of nuclear division	18	7.67E-07	GO:0008219~cell death	82	5.87E-04
GO:0051310~metaphase plate congression	8	4.55E-06	GO:0051297~centrosome organization	10	5.95E-04
GO:0030261~chromosome condensation	11	9.50E-06	GO:0016265~death	82	7.16E-04
GO:0042770~DNA damage response, signal transduction	20	1.01E-05	GO:0051640~organelle localization	18	7.43E-04
GO:0006270~DNA replication initiation	9	1.04E-05	GO:0006302~double-strand break repair	14	9.02E-04
GO:0006323~DNA packaging	25	1.11E-05	GO:0051493~regulation of cytoskeleton organization	23	9.08E-04
GO:0000079~regulation of cyclin-dependent protein kinase activity	16	1.15E-05			

F

Up-regulated by JQ1 & mocetinostat		
GO term	count	p-value
GO:0070482~response to oxygen levels	21	3.66E-04
GO:0006631~fatty acid metabolic process	26	4.52E-04
GO:0001666~response to hypoxia	20	5.10E-04
GO:0000122~negative regulation of transcription from RNA polymerase II promoter	31	8.84E-04

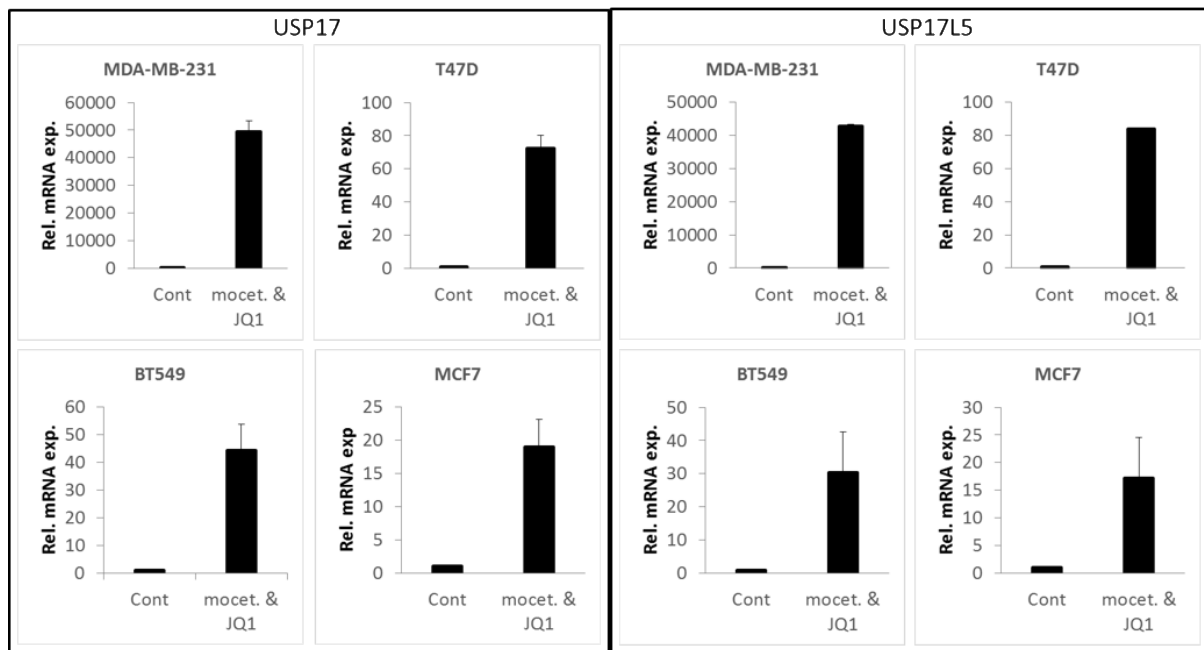

Figure S3. USP17 and USP17L5 mRNA levels were up-regulated in all four (TNBC and ER+) breast cancer cell lines after combination treatment. Cells were treated with JQ1 (1 μ M) and mocetinostat (3 μ M for MDA-MB-231, 4.4 μ M for BT549, 0.7 μ M for T47D, 1.2 μ M for MCF7) for 48 hours. Total mRNA was harvested, reverse transcribed, and QPCR was performed for USP17 and USP17L5. mRNA expression is shown relative to the DMSO treated (vehicle) control. Error bars represent SD from $n \geq 3$ independent experiments.

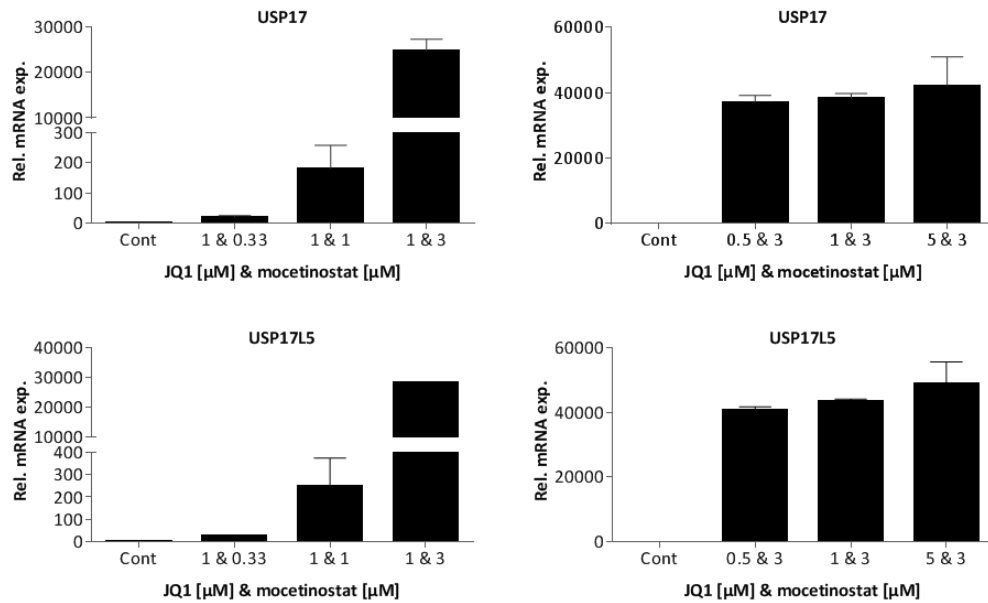

Figure S4. USP17 and USP17L5 expression in MDA-MB-231 cells after treatment with the indicated concentrations of JQ1 and mocetinostat in combination for 48 hours. USP17 and USP17L5 mRNA levels were determined by QPCR in MDA-MB-231 cells after treatment with the indicated concentrations of JQ1 and mocetinostat in combination for 48 hours. mRNA expression is shown relative to the DMSO treated (vehicle) control. Error bars represent SD from $n \geq 3$ independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

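Log2 signals summarized by RMA were used as the authors deposited them for 12 arrays, without further normalization or filtering. RMA corrects the background and equalizes the distributions of the arrays, so a change shared by most transcripts in a cell would not show. The version of RMA and the probe files behind it are not known. The values of 2113 probe sets are also those of another probe set, and all were kept in the counts.

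Gene symbols were taken from a probe table for the array, in which 23871 probe sets have exactly 1 gene symbol, 1842 have several and 27904 are not named. Gene lists and named genes use probe sets of exactly 1 symbol, and a gene with several such probe sets is given by the one with the highest mean signal. The USP17, USP17L6P and DEFB103A/B probe sets carry the names of Fig. 5A. No genome build is named for the values, so no coordinates are given. Lists of gene families and pathways, 34 in total, were written before the data were examined, as were the comparisons, the filter and the alternatives reported as planned, and 651 of the 741 list entries had a probe set, the USP17 family apart. Fig. 5A had been seen by then. The mitosis list holds the down-regulated genes of that figure, with CDK1 and CDCA8, and the USP17 and defensin lists cover up-regulated ones. Tests of these lists are therefore not independent of the paper's results from the same arrays. For the USP17 family the test of the list covered only the 3 members with a probe set of their own. Of the genes the paper measures by other assays, 4 are not analysed here.

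All 12 arrays were fitted together with limma (version 3.58.1 in R 4.3.3) with a mean for each of the 4 treatments and no other term, which left 8 residual degrees of freedom with a prior of 3.10. The comparisons were JQ1, mocetinostat and the combination against DMSO, the combination against each compound alone, and the departure of the combination from the sum of the log2 changes of the single treatments. A probe set passed at an unadjusted p under 0.001 and at least 2-fold, which is the filter of the paper, and p values adjusted by Benjamini and Hochberg over the 53617 probe sets are given with it. Lists were tested with camera, preset correlation 0.01, and again with an estimated correlation, with p values adjusted over the lists within a comparison.

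The genes named are the genes and probe sets the paper names for these arrays, and the genes it measures by other assays or mentions. The fold changes of Fig. 5A had been seen beforehand. Added to them are the 10 genes with the largest change per direction for each treatment against DMSO and for the departure from the sum. Against DMSO these were taken among genes whose 3 treated arrays all lie on the same side of all DMSO arrays. For the departure, the 3 combination arrays had to lie on the same side of the level that the summed single changes give. Up to 4 members per list with the largest change are also named. Random draws used seed 1.

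In data simulated with unchanged probe sets and 50 changed at each size, 46% of 2-fold, 100% of 3-fold, 98% of 4-fold and 100% of 8-fold changes passed the filter, and 10 unchanged probe sets passed. For the departure from the sum, 19, 49, 49 and 50 of 50 passed at these sizes, and 32 unchanged probe sets passed.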

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

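The 9 tests of explanations for the mitosis, cytokine and USP17 patterns, the exchange of residuals, the requirement that a list pass camera with both correlations, and the choice of lists that the paper does not name were all set after the results were seen, while the counts over other assignments of the arrays were set out before theirs were.

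The combination departed from the sum of the log2 changes of JQ1 and mocetinostat at 1066 probe sets upward and 939 downward (2005 in total), which was tested as an interaction. With the effects of the single treatments kept and the residuals of the additive model exchanged between arrays, 1 of 100 exchanges, the real one, gave as many, and the highest other count was 104, so chance can be excluded at a share under 0.05 for a departure of this number of probe sets from additive effects. Assignments of all 12 arrays to treatments do not decide this, since they mix the treatments. Of 100 such assignments, the real one included, 2 gave as many, and the highest other count, 4959, came from one that sets the 6 arrays treated with mocetinostat against the other 6 and so counts the effect of mocetinostat. Of these assignments 1, the real one, gave as many as the 1125 probe sets changed the same way by all treatments, and the highest other count was 3, which excludes chance at a share under 0.05 only in the sense that the 12 arrays are not interchangeable. For the comparisons of 3 arrays with 3 the 10 possible splits are too few for a share under 0.05. The real split was the 1 with the largest count in each, with 2159 probe sets for JQ1 (highest other 24), 4181 for mocetinostat (13), 5290 for the combination (11), 2730 for the combination against JQ1 (18) and 1567 against mocetinostat (13).

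Mitosis genes fell less with the combination than the sum of their single changes would give, with a median departure of 2.66 over 58 genes, 57 of them past the filter. A signal floor common to all probe sets is argued against as the whole cause by the 20 members whose combination signal lay above the 75th percentile of all probe sets (5.89), where the median departure was 2.398 and 19 passed the filter, but a background particular to each probe set stays open, and for 20 members the summed changes would lie below the 1st percentile. The normalization is argued against by the ribosomal protein genes, whose median departure was −0.00425. As a hypothesis, each compound alone may already remove most mitotic transcripts, so that the combination is limited to the stronger single effect, and the combination differed from the stronger single change by a median of −0.23 (SD 0.381), within 1 for 57 of 58 genes. The numbers of dividing cells were not measured on these samples. By flow cytometry, the paper reports G2/M arrest and a smaller S-phase population in this cell line with JQ1. For JQ1, a smaller share of cells in G2/M is therefore not what the paper found. It gives no such measurement with mocetinostat or the combination. How far the cell cycle shares account for the fall was not tested, so fewer dividing cells and a lower output per cell both stay open.

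The USP17 probe sets rose with mocetinostat and more with the combination. In 7 probe sets the values are identical in all arrays, so a single signal is counted several times. Probes shared between copies of the family could also carry the signal of a few copies to the others, and the lowest correlation with the USP17 probe set across the 12 arrays, 0.724, leaves it open how many copies rose. A rise of the whole defensin cluster that holds DEFB103A/B stays open, since 2 of its 19 probe sets, identical in their values, were higher with the combination, while the other 17 lay near the background at signals of at most 3.69. It would bear only on USP17 copies within that cluster. USP17L5, USP17L15 and USP17L9P each lie between other USP17 copies, not beside a defensin gene. Defensin genes lie beside USP17L1, USP17L2 and USP17L3, which share a probe set that did not pass with the combination (0.46, SE 0.25). That probe set is itself near the background (2.70), so it does not decide. USP17L2 is also among the symbols of another probe set, which rose by 7.88, SE 0.14. Its other symbols include USP17L5 and USP17L15, so that rise cannot be assigned to USP17L2. A response of the promoters of the family to histone acetylation remains a hypothesis that these arrays do not test.

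Of 15 cytokine genes raised by mocetinostat 13 were lower with the combination than with mocetinostat, and of the whole list 15 of 21 (16 adjusted over the list alone) with a median difference of −2.03, IL1A by −6.08 and IL24 by −5.45. A weaker action of mocetinostat in the combination arrays is argued against as the whole cause by 1382 other probe sets raised by mocetinostat and little changed by JQ1, whose median difference was −0.44, but 259 of these were lower and 54 higher, so a partial weakening stays open. These probe sets, like the 15 cytokine genes, were chosen for high values in the same mocetinostat arrays. That choice by itself lowers the difference, by an amount that was not tested. The normalization is argued against by a median difference of 0.0592 for the ribosomal protein genes, and a single mislabelled array by the median over all 21 members, which stayed between −2.08 and −1.979 when each combination or mocetinostat array was left out in turn. As a hypothesis, JQ1 may oppose the induction of these genes, since 8 members were higher with mocetinostat and lower with JQ1 alone.

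The test of departure from the sum also picked out the lists of DNA replication (median 1.66), the G1/S transition (1.04), homologous recombination (1.80), interferon response (1.08) and cytokines (−0.75), with camera adjusted p of at most 0.00299 with the preset and 0.0318 with the estimated correlation. Among single genes the largest departures above the sum were those of DEPDC1 (4.34), the histone gene H2AC21 (4.04), CDCA8 (3.94), RAD51AP1 (3.91), PLK1 (3.81), SLCO4A1 (3.81), GTSE1 (3.80), KIF18B (3.69), H2BC14 (3.68) and SPC25 (3.68), all lowered by each compound. A departure upward is forced where the summed changes lie below the measurable range. This holds for SPC25, with a signal of 8.03 with DMSO and changes of −3.93 with JQ1 and −4.67 with mocetinostat. For PLK1 (11.50, −3.92 and −4.74) the summed level would stay above the 1st percentile of all probe sets (2.00). Below the sum lay CXCL5 (−5.72), CCL20 (−5.33), LCN2 (−5.09), SERPINB3 (−4.83), PI3 (−4.20), C1orf116 (−3.52), IL18 (−3.25), CREB3L3 (−3.24), ROPN1L (−3.22) and ACTBL2 (−3.16), all raised by mocetinostat.

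Lists that neither the paper's text nor its tables of gene categories name also passed camera with both correlations. With JQ1 the median was 1.53 for the genes responding to BET inhibition (camera adjusted p = 0.00567), and with the combination that of the cholesterol genes was 0.91.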

How the results depend on the processing

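The alternatives were set before the data were examined, apart from 9 combinations of test and probe sets that were chosen after the values were seen. For the lists outside the planned comparisons, the alternatives that centre, normalize or scale the arrays were not planned.

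Of the counts, list medians and the correlation that answer the comparisons, 540 values under the alternatives kept their direction and their side of the threshold or stayed within 1.5 times, 24 were weaker, 1 stronger and 2 moved. Of the other list results, 625 values kept both, 27 were weaker, 1 stronger and 2 reversed, and of the named genes 4635, 24, 9 and 0. The reversed medians are those of the neuronal genes (−0.13) and the ribosomal protein genes (−0.0125) with the combination when the arrays were scaled to ribosomal protein genes. Both are among the unplanned results. This scaling sets the ribosomal protein genes themselves near 0 by construction, so their reversal tests nothing. It moves the median of all probe sets by −0.0727 with JQ1, −0.169 with mocetinostat and −0.243 with the combination. Before it the neuronal median was 0.12. Changes of probe sets near the background are compressed.

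With probe sets of 1 gene symbol only, fewer were tested, and 500 were higher with JQ1, 1688 with the combination, 1063 with the combination than with JQ1, 305 than with mocetinostat and 236 with all treatments, and the correlation of JQ1 and mocetinostat was 0.552. Under scaling to ribosomal protein genes 3766 were lower with the combination. With the number in the sample titles as a block the correlation was 0.551. The median of the MAPK output list with the combination, −0.65, did not pass camera over brighter probe sets only (−0.65, p = 0.122), centred on the median of each array (−0.70, p = 0.0616), scaled to ribosomal protein genes (−0.90, p = 0.192), with the title number block (−0.64, p = 0.0507) or with an estimated correlation (−0.65, p = 0.269). Leaving out arrays it ranged from −0.66 to −0.64, and it did not pass without combination replicate 1 (adjusted p = 0.0542 from limma's camera) or without DMSO replicate 3 (adjusted p = 0.0579). The median difference of mitosis genes between the combination and mocetinostat, −0.23, did not pass with an estimated correlation (p = 0.0867). Beyond the smaller number of probe sets, the cause was not tested. The alternatives that change only the test give no other value of the correlation.

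Among the settings chosen later, the unmoderated test over probe sets in the probe table gave 1816 higher with the combination and 257 with all treatments. The unmoderated test on the 2 groups compared gave 524 higher with JQ1 and 235 with all treatments, and restricted to the probe table it gave 427 higher and 840 lower with JQ1, 1363 higher with mocetinostat, 1410 higher and 1595 lower with the combination and 184 higher with all. The unmoderated F test over the probe table gave 1775 higher with the combination.

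Leaving out each array in turn gave 774 to 849 probe sets higher and 1308 to 1379 lower with JQ1, 2394 to 2489 and 1625 to 1702 with mocetinostat, 2716 to 2849 and 2384 to 2520 with the combination, and 373 to 407 and 715 to 740 with all treatments. Replicate numbers do not pair the arrays, since residuals of arrays with the same number correlated at −0.0947 to 0.0395 (0 of 18 pairs over 0.1) against −0.104 to 0.144 for other numbers. For arrays with the same number in the sample titles the range was −0.0556 to 0.144. The title numbers are spread unevenly over the treatments, with 9, 5 and 9 for DMSO and 5, 7 and 5 for mocetinostat. A block by title number is therefore partly confounded with treatment. With the replicate number as a block the counts were 804 and 1341 with JQ1, 2467 and 1682 with mocetinostat, and 2782 and 2456 with the combination.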

Differences from the paper's values

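The alternatives named first were set before the data were examined, and 9 further settings were chosen after seeing the values.

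The paper's text gives 361 up- and 743 down-regulated genes with JQ1, where 811 and 1348 probe sets were found. For mocetinostat the paper gives 1171 and 1002, against 2497 and 1684. For the combination the paper gives 1187 and 1443, against 2806 and 2484. For all treatments the paper gives 158 and 457, against 390 and 735. These counts use the paper's stated thresholds. Among the alternatives set before the data were examined, restricting the probe sets to those of 1 gene symbol brings each of the 8 counts within 1.5 times the paper's (500 and 1051, 1679 and 1268, 1688 and 1876, 236 and 590), and no other of these alternatives does so for any of them.

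Of the settings chosen after seeing the values, the unmoderated test on the 2 groups compared over the probe table brings all 8 counts within 1.5 times the paper's (427 and 840, 1363 and 1147, 1410 and 1595, 184 and 495) and drops 1 of the 15 probe sets the paper names with the combination and 5 of the 15 with all treatments. Over all probe sets that test, chosen after seeing the values, does so for all but the up-regulated count of the combination (524 and 970, 1755 and 1319, 1894 and 1876, 235 and 548), and drops 0 and 5. The unmoderated F test over the probe table, also chosen after seeing the values, does so for all but the up-regulated counts of JQ1 and of all treatments (550 and 1054, 1745 and 1294, 1775 and 1872, 267 and 608), and drops 1 and 3. For the 4 down-regulated counts only, so do the filter over the probe table (1097, 1337, 1959 and 615), the unmoderated test over it (1059, 1314, 1902 and 599) and a 2-fold change with no test over it (1114, 1356, 1983 and 621), each chosen after seeing the values, and they drop 1 and 3, 1 and 5, and 1 and 3. The 1-symbol setting drops 4 of the 15 with the combination and 6 with all treatments, among them the USP17 probe set, and the main analysis drops 0 and 2. A 2-fold change with no test, the F test and an adjusted p under 0.001, each over all probe sets, bring none of the counts within 1.5 times.

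Read by eye, 13 of the 14 overlaps of Fig. 4B differ too. The other, up-regulated with JQ1 and mocetinostat but not the combination, is about 9 in Fig. 4B, against 10. For up-regulated genes the paper shows about 490 with mocetinostat alone in Fig. 4B, against 875, about 100 with JQ1 alone in Fig. 4B, against 210, about 420 with the combination alone in Fig. 4B, against 993, about 520 with mocetinostat and the combination in Fig. 4B, against 1222, about 91 with JQ1 and the combination in Fig. 4B, against 201, and about 160 with all in Fig. 4B, against 390. For down-regulated genes it shows about 150 with mocetinostat alone in Fig. 4B, against 294, about 110 with JQ1 alone in Fig. 4B, against 244, about 440 with the combination alone in Fig. 4B, against 773, about 380 with mocetinostat and the combination in Fig. 4B, against 631, about 160 with JQ1 and the combination in Fig. 4B, against 345, about 13 with JQ1 and mocetinostat in Fig. 4B, against 24, and about 460 with all in Fig. 4B, against 735. For the overlap of all treatments the settings are those given above. Of the 11 others that differ, probe sets of 1 gene symbol, set before the data were examined, bring 8 within 1.5 times (622, 123, 504 and 134 up-regulated with mocetinostat alone, JQ1 alone, the combination alone, and JQ1 and the combination, and 184, 550, 478 and 16 down-regulated with mocetinostat alone, the combination alone, mocetinostat and the combination, and JQ1 and mocetinostat). They do not for mocetinostat and the combination up-regulated (814) or for JQ1 alone (187) and JQ1 and the combination (258) down-regulated. Scaling to ribosomal protein genes does so for 2 (612 up-regulated with the combination alone and 16 down-regulated with JQ1 and mocetinostat), and the other alternatives set before the data were examined for none.

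Of the settings chosen after seeing the values, the unmoderated test on the 2 groups compared over the probe table brings 10 of these 11 within 1.5 times, all but JQ1 and mocetinostat down-regulated, and drops 1 and 5 of the named probe sets as above. Also chosen after seeing the values, that test over all probe sets does so for 6 (dropping 0 and 5), the unmoderated F test over the probe table for 7 (1 and 3) and over all probe sets for 3 (0 and 2), and over the probe table the filter for 6 (1 and 3), the unmoderated test for 6 (1 and 5) and a 2-fold change with no test for 6 (1 and 3).

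The fold changes of the 12 probe sets of Fig. 5A match those the figure prints. That list is headed as affected by all treatments, but USP17L5 (log2 fold change 0.59) and EPPK1 (0.78) were below 2-fold with JQ1 here, while USP17 (1.39) and the 6 down-regulated genes passed. Beside Fig. 5A, and with no fold set, the paper states that cell cycle genes were lowered further by the combination than by the single treatments. The 6 down-regulated genes of that figure were each lower with the combination than with mocetinostat. For CKAP2L, NDC80, SPC24, ASPM, NCAPG and SHCBP1 the differences were −1.30, −0.39, −0.98, −0.54, −0.57 and −0.69. Their adjusted p from limma was at most 0.00806, except for NDC80 (0.216). Over the mitosis list 37 of 58 were lower than with JQ1, and 1 of 58, CKAP2L, was lower than with mocetinostat at the same filter (22 adjusted over the list alone), with a median difference of −0.23. For genes up-regulated by JQ1, the paper's supplement lists the category of blood vessel morphogenesis. Of 24 genes of blood vessel development in the list used here, which is not the paper's category, 1 rose with JQ1 and 5 fell. Of the 3 genes the paper names for the cell cycle, CDCA8 was reduced 27.2-fold with the combination and 32.6-fold with mocetinostat alone.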

Other observations

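The comparisons below were planned, and the tests of explanations reported elsewhere were chosen after the results were seen.

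Cytokine genes moved both ways with the combination: 6 rose and 6 fell of 21 (9 and 9 adjusted over the list alone, median 0.04, camera adjusted p = 0.917). The chemokine CXCL8 was 1.63 and CCL20 1.61 above DMSO, while IL1A (−3.35) and CSF3 (−2.36) were below. Among interferon-response genes with the combination 4 rose and 12 fell of 25 (5 and 14 adjusted over the list alone, median −0.62, camera adjusted p = 0.0198; adjusted p = 0.0594 with an estimated correlation), with IRF7, a transcription factor of this response, at 4.66, SE 0.14 and IFI44 at −3.48, SE 0.17, with JQ1 2 rose and 12 fell of 25 (3 and 17 adjusted over the list alone, median −0.92, camera adjusted p = 8.8e-08), and with mocetinostat 3 rose and 7 fell of 25 (6 and 14 adjusted over the list alone, median −0.62, camera adjusted p = 0.0574). Of genes of MHC class II with JQ1 0 rose and 3 fell of 13 (1 and 9 adjusted over the list alone, median −0.43, camera adjusted p = 3.0e-04), with mocetinostat 6 rose and 1 fell of 13 (9 and 2 adjusted over the list alone, median 0.92, camera adjusted p = 0.00275; adjusted p = 0.0538 with an estimated correlation), and with the combination 2 rose and 2 fell of 13 (8 and 3 adjusted over the list alone, median 0.34, camera adjusted p = 0.28). Genes of homologous recombination fell with JQ1 (9 of 11, median −2.01), mocetinostat (11, −3.56) and the combination (9, −3.38), with 11, 11 and 11 lower adjusted over the list alone. Metallothionein genes, which bind metal ions, gave with the combination 5 rose and 0 fell of 9 (7 and 0 adjusted over the list alone, median 1.26, camera adjusted p = 0.00445; adjusted p = 0.0594 with an estimated correlation), MT1E at 2.70, SE 0.10.

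The genes in this paragraph are those the paper measures by other assays or only mentions. CDKN1A, the cell cycle inhibitor p21, rose with mocetinostat (1.20, SE 0.09) and the combination (1.39, SE 0.09) and differed by 0.73 with JQ1. CCND1, which encodes cyclin D1, fell with mocetinostat (−1.23, SE 0.09) and the combination (−1.24, SE 0.09), and BCL2, an inhibitor of apoptosis, fell with JQ1 (−1.30, SE 0.19) and the combination (−1.42, SE 0.19). BRD2, a BET protein, rose with the combination (1.43, SE 0.08), and HDAC3 rose with mocetinostat (1.08, SE 0.08, but 0.938 with the arrays scaled to ribosomal protein genes) and the combination (1.27, SE 0.08). Below 2-fold with every treatment were MYC (0.27, 0.44 and 0.25 with JQ1, mocetinostat and the combination), BAX (−0.28, −0.67 and −0.39), BRD3 (−0.04, −0.53 and −0.34), HDAC1 (0.04, 0.01 and 0.05), HDAC2 (−0.18, −0.17 and −0.38), HRAS (−0.16, −0.29 and −0.04), RCE1 (0.10, −0.33 and 0.07), MAPK3 (−0.50, −0.34 and −0.66), MAP2K2 (−0.06 with the combination), SUDS3 (−0.14) and MAP2K1 (−0.75, which passes 2-fold at −1.003 with the arrays scaled to ribosomal protein genes).

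Genes that report MAPK signalling gave with the combination 3 rose and 9 fell of 22 (8 and 14 adjusted over the list alone, median −0.65, camera adjusted p = 0.0447; adjusted p = 0.269 with an estimated correlation). FOS (4.10, SE 0.11) and EGR1 (3.75, SE 0.09), early response genes, were higher, and EMP1 (−3.31, SE 0.10) and SPRY2 (−2.29, SE 0.09) lower. Of the components of that pathway 0 rose and 1 fell of 12 (1 and 6 adjusted over the list alone, median −0.20, camera adjusted p = 0.13). Of other deubiquitinating enzymes with the combination 3 rose and 5 fell of 40 (15 and 14 adjusted over the list alone, median −0.04, camera adjusted p = 0.985).

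The remaining lists are given for the combination. Mesenchymal markers gave 1 rose and 5 fell of 21 (3 and 13 adjusted over the list alone, median −0.38, camera adjusted p = 0.00668; adjusted p = 0.0594 with an estimated correlation), epithelial markers 2 rose and 4 fell of 23 (9 and 5 adjusted over the list alone, median 0.14, camera adjusted p = 0.515), and p53 targets 4 rose and 3 fell of 19 (12 and 5 adjusted over the list alone, median 0.51, camera adjusted p = 0.05; adjusted p = 0.0899 with an estimated correlation). The BCL2 family gave 2 rose and 4 fell of 15 (6 and 6 adjusted over the list alone, median 0.04, camera adjusted p = 0.868), inhibitors of cyclin-dependent kinases 2 rose and 0 fell of 6 (2 and 2 adjusted over the list alone, median −0.18, camera adjusted p = 0.808), and MYC targets 1 rose and 4 fell of 27 (4 and 14 adjusted over the list alone, median −0.35, camera adjusted p = 0.0785). With JQ1 MYC targets gave 0 rose and 0 fell of 27 (2 and 15 adjusted over the list alone, median −0.28, camera adjusted p = 0.00105). For histone deacetylase genes 3 rose and 1 fell of 12 (4 and 3 adjusted over the list alone, median −0.04, camera adjusted p = 0.617), for BET proteins 1 rose and 0 fell of 3 (1 and 1 adjusted over the list alone, median −0.03, camera adjusted p = 0.617), and for polyadenylated histone genes 2 rose and 0 fell of 11 (3 and 3 adjusted over the list alone, median −0.10, camera adjusted p = 0.954). Genes of the unfolded protein response gave 4 rose and 2 fell of 17 (12 and 4 adjusted over the list alone, median 0.75, camera adjusted p = 0.0198; adjusted p = 0.0783 with an estimated correlation) and proteasome genes 0 rose and 5 fell of 27 (2 and 17 adjusted over the list alone, median −0.41, camera adjusted p = 0.00119; adjusted p = 0.0899 with an estimated correlation). Neuronal genes gave 7 rose and 2 fell of 26 (9 and 2 adjusted over the list alone, median 0.12, camera adjusted p = 0.0447; adjusted p = 0.0783 with an estimated correlation), a median that is −0.13 with the arrays scaled to ribosomal protein genes. Cancer-testis genes gave 2 rose and 0 fell of 18 (4 and 0 adjusted over the list alone, median 0.11, camera adjusted p = 0.22), single-symbol genes of the β-defensin cluster 0 rose and 0 fell of 6 (0 and 0 adjusted over the list alone, median 0.10, camera adjusted p = 0.617), housekeeping genes 1 rose and 0 fell of 7 (2 and 1 adjusted over the list alone, median 0.11, camera adjusted p = 0.357) and markers of other cell types 0 rose and 0 fell of 7 (0 and 2 adjusted over the list alone, median −0.09, camera adjusted p = 0.617). For the 3 members of the USP17 family with probe sets of their own 3 rose and 0 fell of 3 (3 and 0 adjusted over the list alone, median 6.88, camera adjusted p = 0.00167, and 0.0594 with an estimated correlation). The paper singled out this family from the same arrays, so this test is not independent of its result.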
